# Unlimited *in vitro* expansion of adult bi-potent pancreas progenitors through the Lgr5/R-spondin axis

**DOI:** 10.1038/emboj.2013.204

**Published:** 2013-09-17

**Authors:** Meritxell Huch, Paola Bonfanti, Sylvia F Boj, Toshiro Sato, Cindy J M Loomans, Marc van de Wetering, Mozhdeh Sojoodi, Vivian S W Li, Jurian Schuijers, Ana Gracanin, Femke Ringnalda, Harry Begthel, Karien Hamer, Joyce Mulder, Johan H van Es, Eelco de Koning, Robert G J Vries, Harry Heimberg, Hans Clevers

**Keywords:** beta cell, duct cell, pancreas, Wnt, stem cell

## Abstract

*Lgr5* marks adult stem cells in multiple adult organs and is a receptor for the Wnt-agonistic R-spondins (RSPOs). Intestinal, stomach and liver *Lgr5*^*+*^ stem cells grow in 3D cultures to form ever-expanding organoids, which resemble the tissues of origin. Wnt signalling is inactive and *Lgr5* is not expressed under physiological conditions in the adult pancreas. However, we now report that the Wnt pathway is robustly activated upon injury by partial duct ligation (PDL), concomitant with the appearance of *Lgr5* expression in regenerating pancreatic ducts. *In vitro*, duct fragments from mouse pancreas initiate *Lgr5* expression in RSPO1-based cultures, and develop into budding cyst-like structures (organoids) that expand five-fold weekly for >40 weeks. Single isolated duct cells can also be cultured into pancreatic organoids, containing *Lgr5* stem/progenitor cells that can be clonally expanded. Clonal pancreas organoids can be induced to differentiate into duct as well as endocrine cells upon transplantation, thus proving their bi-potentiality.

## Introduction

As first demonstrated for intestinal crypts (Korinek et al, 1998), Wnt signalling plays a crucial role in the regulation of multiple types of adult stem cells and progenitors (Clevers and Nusse, 2012). The Wnt target gene *Lgr5* marks actively dividing stem cells in Wnt-driven, continuously self-renewing tissues such as small intestine and colon (Barker et al, 2007), stomach (Barker et al, 2010) and hair follicles (Jaks et al, 2008). However, expression of *Lgr5* is not observed in endodermal organs with a low rate of spontaneous self-renewal, such as liver or pancreas. In the liver, we have recently described that Wnt signalling is highly activated during the regenerative response following liver damage. *Lgr5* marks an injury-induced population of liver progenitor cells capable of regenerating the tissue after injury (Huch et al, 2013).

In the adult pancreas, Wnt signalling is inactive (Pasca di Magliano et al, 2007), yet it is essential for its development during embryogenesis (Murtaugh et al, 2005; Heiser et al, 2006). The embryonic pancreas harbours multipotent progenitor cells that can give rise to all pancreatic lineages (acinar, duct and endocrine) (Zaret and Grompe, 2008). Injury to the pancreas can reactivate the formation of new pancreatic islets, called islet neogenesis, by mechanisms still not entirely understood but that resemble development of the embryonic pancreas (Bouwens, 1998; Gu et al, 2003). Lineage tracing studies have demonstrated that these ‘*de novo* beta cells’ can be derived from pre-existing beta cells (Dor et al, 2004), or by conversion of alpha cells, after almost 90% beta-cell ablation (Thorel et al, 2010). Also, severe damage to the pancreas, by means of partial duct ligation (PDL) or acinar ablation, can stimulate non-endocrine precursors, such as duct cells, to proliferate and differentiate towards acinar (Criscimanna et al, 2011; Furuyama et al, 2011), duct (Criscimanna et al, 2011; Furuyama et al, 2011; Kopp et al, 2011) and also endocrine lineages (including beta cells) (Xu et al, 2008; Criscimanna et al, 2011; Pan et al, 2013; Van de Casteele et al, 2013), suggesting the existence of a pancreas progenitor pool within the ductal tree of the adult pancreas.

The development of a primary culture system based on the adult, non-transformed progenitor pancreas cells would represent an essential step in the study of the relationships between pancreas progenitor cells, their descendants and the signals required to instruct them into a particular lineage fate. Also, the production of an unlimited supply of adult pancreas cells would facilitate the development of efficient cell replacement therapies. Most of the available pancreas adult stem cell-based culture protocols yield cell populations that undergo senescence over time unless the cells become transformed. It is fair to say that no robust, long-term culture system exists today that is capable of maintaining potent, clonal expansion of adult non-transformed pancreas progenitors over long periods of time under defined conditions. Recently, endoderm progenitors derived from embryonic stem cells (ESCs) (Cheng et al, 2012; Sneddon et al, 2012) or induced pluriportent stem cells (iPSCs) (Cheng et al, 2012) were serially expanded, in co-culture with pancreas mesenchyme or MEFs, respectively, and gave rise to glucose-responsive beta cells *in vitro* (Cheng et al, 2012) and glucose-sensing and insulin-secreting cells, when transplanted, *in vivo* (Sneddon et al, 2012).

We have recently described a 3D culture system that allows long-term expansion of adult small intestine, stomach and liver cells without the need of a mesenchymal niche, while preserving the characteristics of the original adult epithelium (Sato et al, 2009; Barker et al, 2010; Huch et al, 2013). A crucial component of this culture medium is the Wnt agonist RSPO1 (Kim et al, 2005; Blaydon et al, 2006), the recently reported ligand of *Lgr5* and its homologues (Carmon et al, 2011; de Lau et al, 2011). Here, we describe that Wnt signalling and *Lgr5* are strongly upregulated in remodelling duct-like structures upon injury by PDL. We exploit the Wnt-Lgr5-Rspo signalling axis to generate culture conditions that allow long-term expansion of adult pancreatic duct cells, which maintain the ability to differentiate towards both duct and endocrine lineages when provided the proper signals.

## Results

### Wnt signalling and *Lgr5* expression are upregulated during pancreas regeneration following PDL

We first sought to document Wnt pathway activation in normal adult pancreas and following acute damage. We used the *Axin2-LacZ* allele as a general reporter for Wnt signalling (Leung et al, 2002; Lustig et al, 2002; Yu et al, 2005). In the head of a pancreas injured by PDL, where there is still healthy tissue, the reporter was inactive (Figure 1A), in agreement with the previous observations made with the TOPGAL Wnt reporter mice (DasGupta and Fuchs, 1999; Pasca di Magliano et al, 2007). However, after controlled injury by PDL (Watanabe et al, 1995; Xu et al, 2008), the *Axin2*^*LacZ*^ reporter was highly activated along the ductal tree of the ligated part of the pancreas (Figure 1B). *Axin2* activation in the pancreas was already detectable at day 3 post injury, as assessed by qPCR (Figure 1C). Co-labelling with duct (pancytokeratin, CK) and endocrine (insulin, INS) markers revealed that the *Axin2* upregulation was restricted to the duct compartment (Figure 1D). Thus, pancreas injury by PDL led to activation of Wnt target genes in the proliferative duct cell compartment (Scoggins et al, 2000) during the regenerative response.

We have recently described that the Wnt target *Lgr5* not only marks stem cells during physiological self-renewal (e.g., in the gut), but also marks a population of liver stem cells that is activated after liver damage (Huch et al, 2013). We utilized the *Lgr5-LacZ* knock-in allele (Barker, et al, 2007) to determine the expression of the Wnt target *Lgr5* in the pancreas. *Lgr5* is essentially undetectable in the head of a pancreas injured by PDL (non-ligated pancreas), in agreement with the absence of Wnt signalling in the tissue under homeostatic conditions (Figure 1E). However, in the tail of the pancreas upon PDL, we observed a significant *Lgr5*^*LacZ*^ reporter activity in the duct cells of the ligated pancreas, starting at day 3 and peaking at day 7 after PDL (Figure 1C and F). No background staining was detected in wild-type mice following pancreas injury (Supplementary Figure S1). The appearance of *de novo* expression of *Lgr5* following pancreas regeneration by PDL suggested that pancreatic *Lgr5* expression may herald *de novo* activation of regenerative stem/progenitor cells by Wnt upon injury.

### Pancreatic ducts self-renew *in vitro*

Given the induction of Wnt and *Lgr5* after injury, and the existence of pancreas progenitors in the ductal tree (Criscimanna et al, 2011; Furuyama et al, 2011), we reasoned that adult pancreas progenitors could be expanded from the duct cell compartment under our previously defined gut and stomach organoid culture conditions (Sato et al, 2009; Barker et al, 2010). Cultures of heterogeneous populations of pancreas cells have been previously established and typically include factors such as EGF, HGF and Nicotinamide (Bonner-Weir et al, 2000; Ramiya et al, 2000; Deutsch et al, 2001; Seaberg et al, 2004; Rovira et al, 2010; Cardinale et al, 2011; Smukler et al, 2011). Most of these approaches yield cell populations that undergo senescence over time unless the cells are transformed.

To establish pancreas cultures, isolated pancreatic duct fragments from adult healthy mice (Figure 2A) were embedded in Matrigel containing the ‘generic’ organoid culture factors EGF, RSPO1 and Noggin (Sato et al, 2009) to which FGF10 (Bhushan et al, 2001) and Nicotinamide were added. Under these conditions, small duct fragments formed closed structures within 24–48 h that expanded into budding cyst-like organoids (Figure 2B). The efficiency of cyst formation from isolated ducts and subsequent organoid formation was nearly 100%. Without EGF, RSPO1 or FGF10, the cultures deteriorated after 2–5 weeks (Supplementary Figure S2A). Noggin and Nicotinamide proved to be essential to maintain the cultures >2 months (∼passage 8) (Supplementary Figure S2A). The cultures maintained exponential growth with cell doubling times essentially unchanged during the culturing period (Figure 2C). Using these culture conditions, we have been able to expand the cultures by passaging at a 1:4–1:5 ratio weekly for over 10 months (Figure 2B). These culture conditions allowed the recovery of the cells after freezing and thawing. Of note, when transplanted into immunocompromised mice, the cultures did give rise only to ductal structures, and no tumour formation was detected in any of the mice analysed (*n*=5), confirming the non-transformed origin of the cultured cells (Supplementary Figure S2C and D). Also, the karyotype analysis revealed that chromosome numbers were essentially normal, even after >5 months in culture (Supplementary Figure S2B).

Organoids generated from *Axin2*^*LacZ*^ and *Lgr5*^*LacZ*^ knock-in mice allowed localization of the *Axin2*- and *Lgr5*-positive cells. We observed XGAL staining in *Axin2*^*LacZ*^ pancreas organoids throughout the cysts, whereas XGAL staining in the *Lgr5*^*LacZ*^-derived pancreas organoids was mainly restricted to small budding structures (Figure 2D). These results resembled the *in vivo* situation after pancreas injury by PDL, where only the ductal buds were *Lgr5*^+^, whereas the *Axin2* reporter showed a broader expression pattern (compare Figure 1B versus Figure 1F).

### Prospectively isolated single pancreatic duct cells but not endocrine or acinar cells self-renew long term *in vitro*

We then prospectively isolated the different pancreatic epithelial cells (duct, acinar and endocrine lineages) and cultured the different populations in our defined 3D culture system. A prospective isolation procedure that allows isolation of single cells of the different pancreatic epithelial cell types and maintenance of their viability in culture has not been established yet. The epithelial cell-surface marker EpCAM and the high concentration of Zn^2+^ in secretory granules of endocrine cells, that allows binding of the fluorescent chelator TSQ (6-methoxy-8-*p*-toluenesulfonamido-quilone), were used as a basis for cell isolation. Pancreas tissue from both WT or transgenic mice that constitutively and ubiquitously express eGFP (Okabe et al, 1997) was dissociated into single cells. After depletion of non-epithelial (EpCAM^−^) and haematopoietic cells (CD45^+^, CD31^+^), the cell suspension was FACS sorted in order to separate the granulated endocrine fraction (EpCAM^+^TSQ^+^) from the non-endocrine component (EpCAM^+^TSQ^-^) with high purity (>99.6%) (Figure 3A–D; Supplementary Figure S3A and B). To rule out the possibility that endocrine cells might de-granulate during the isolation procedure and thus contaminate the non-endocrine fraction, we repeated the protocol on pancreas cells obtained from mouse insulin promoter (Mip)-RFP mice and found no RFP^+^ cells in the non-endocrine fraction (Supplementary Figure S4A). The separated fractions were then tested for their ability to survive, proliferate and give rise to organoids under the above-defined conditions. Only the EpCAM^+^TSQ^−^ exocrine cells were able to generate duct-like structures that gave rise to larger organoids (1–1.5% organoid formation efficiency) and had to be split once a week (Figure 3E). As expected, the growth pattern of the single sorted cells followed an exponential curve (Supplementary Figure S3D). The duct-derived cell cultures were maintained for >5 months (Figure 3E). The EpCAM^+^TSQ^+^ endocrine cells did not proliferate, but survived for at least 30 days in culture (Figure 3F).

Acino-ductal metaplasia can happen under conditions of stress or following injury (Means et al, 2005; Blaine et al, 2010). To confirm that duct rather than acinar cells are the long-term expanded cells isolated from the EpCAM^+^TSQ^−^ fraction, we traced the progeny of isolated duct (*Sox9*^*+*^) or acinar (*Ptf1a*^*+*^) cells *in vitro*. Transgenic mice with a *Ptf1a*^*CreER*^ allele, that is exclusively expressed in the acinar compartment (Kopp et al, 2012; Pan et al, 2013), or mice carrying the *Sox9*^*CreER*^ allele, that is expressed predominantly (but is not absolutely restricted to) the duct cell compartment (Furuyama, et al, 2011; Kopp et al, 2012) were crossed with *Rosa26R*^*YFP*^ mice and subcutaneously injected with tamoxifen as described in Supplementary Figure S5A. After the washout period, the pancreas was dissociated and single *Sox9*^*YFP+*^ or *Ptf1a*^*YFP+*^ cells were FACS sorted and cultured in our defined pancreas culture medium (Supplementary Figure S5B–D). Only *Sox9*^*YFP+*^ cells grew into budding organoids that expanded long term in culture, even when starting from a single cell (Supplementary Figure S5D, top panel). By contrast, the cultures derived from *Ptf1a*^*YFP+*^ cells gave rise to smaller duct-like structures that were able to proliferate only for 3–4 passages, after which they arrested proliferation (Supplementary Figure S5D, bottom panel). In conclusion, these data indicated that the long-term expanding pancreas organoid cultures derive from duct cells.

### Lgr5 cells sustain the growth of pancreas organoids that have a duct cell phenotype

To test whether the *Lgr5*-expressing cells maintained the growth potential of the pancreas organoids, we sorted single *Lgr5*^*LacZ+*^ cells from *in vitro* expanded organoids derived from *Lgr5-LacZ* knock-in mice (Barker et al, 2007). Indeed, the isolated *Lgr5*^*+*^ cells grew and formed organoids (Figure 4A–E) that were subsequently expanded for >4 months in culture by splitting the cultures weekly at a 1:6–1:8 ratio. The colony formation efficiency was ∼16%, similar to the colony formation of Lgr5 cells of small intestine and stomach (Barker et al, 2010; Sato et al, 2011) (Figure 4C). Of note, 1.6% of the *Lgr5*^*neg*^-sorted population also grew into organoids (Figure 4C; Supplementary Figure S6A–D). These *Lgr5*^*neg*^-derived clones rapidly re-expressed *Lgr5* (Supplementary Figure S6B and C) and expanded at a similar ratio as their *Lgr5*^*+*^ counterparts (Supplementary Figure S6D). This result mirrors the efficiency of colony formation of the FACS-sorted EpCAM^+^TSQ^−^ exocrine cells from healthy tissue (1.65%, *Lgr5*^*neg*^ versus 1–1.5%, exocrine cells). Overall, these results demonstrated that pancreas-derived *Lgr5*^*+*^ cells are capable of self-renewal and expansion *in vitro*, indicating that stem/progenitor cells can be activated both in organ-like structures and in secondary, single cell-derived organoids.

Organoids derived from single, FACS-sorted, *Sox9*^*+*^ duct cells or from single isolated *Lgr5*^*+*^ cells (FACS sorted from *Lgr5*^*LacZ*^ cultures) allowed us to assess their lineage potential *in vitro*. Histologically, pancreas organoids displayed a duct-like phenotype characterized by a single-layered epithelium of cytokeratin-positive (CK) and MIC1-1C3-positive (Dorrell et al, 2008) cells (Figure 5A). *Lgr5*^*+*^ cells were readily detected in all organoids analysed (Figure 4E), similarly to what we had observed in the cultures derived from (non-clonal) duct fragments (Figure 2D). Ki67 and Edu staining demonstrated that only a subset of cells within the organoids proliferate (Figure 5A).

Then, we performed comparative gene expression profiling of 1- to 2-month-old cultures and compared it with the gene expression profile of adult duct, acinar and islet cells. 

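RNA from 10 samples, 500 ng of each, was labelled with Cy3 and hybridized with a Cy5-labelled reference RNA to Agilent whole mouse genome arrays, and the 2 dyes were not exchanged. The samples were 3 organoid cultures (passages 7 to 9), 2 preparations of duct cells, 3 of islets, and 1 each of acinar cells and of whole pancreas. Organoids 1 and 2 came from single Lgr5-positive cells of Lgr5-LacZ mice and organoid 3 from isolated ducts of wild-type mice. The duct cells were sorted by their YFP from Sox9-CreER x Rosa26-YFP mice given 5 doses of 4 mg tamoxifen, which labels cells expressing *Sox9*. The acinar cells and islets were freed with collagenase. The authors read the arrays with the Feature Extraction software of Agilent. The deposited files give the median intensity of each spot and of its local background in both channels, and the log10 ratio that the software computed after its own background subtraction and dye normalization. Log2 ratios of sample over reference were recomputed from the intensities (normexp background correction with an offset of 50, then loess on each array, in limma). Beside them stand the authors' Feature Extraction ratios on the same scale. The ratios were kept for the 26363 of 41174 probes that lay well above background in the sample channel on every array of at least 1 group. The arrays of islets 1 and 2 differed by 1.04 times as much as replicate spots within 1 array did, against 2.07 times for the pair of duct arrays and 4.02 to 6.83 times for the organoid pairs. Although the labels call them biological replicates, they were averaged as 1 replicate. This leaves 3 organoid, 2 duct and 2 islet replicates with 1 acinar and 1 pancreas array, a number that limits the precision. A probe was called where limma gave an adjusted p under 0.05 and the difference was at least 2-fold, the cutoff of the paper. The lone pancreas and acinar arrays have no spread of their own and were assumed to vary like the other groups. Organoids 1 and 2 (slide 4) and the acinar, islet 3 and pancreas arrays (slide 3) were scanned together as scan 1. Organoid 3 and islets 1 and 2 (slide 2) and both duct arrays (slide 1) were scanned together as scan 2. Organoid and islet arrays are thus in both scans, whereas a duct array never shares a scan with the pancreas array. Between 39.7% of probes (pancreas) and 62.7% (islet 1) were well above background in the sample channel. On the pancreas array, the dimmest of scan 1, most recomputed ratios were compressed towards 0, while those of bright genes were raised (a median log2 ratio of 12.43 for 14 acinar genes, against 8.31 in the Feature Extraction ratios). In the sample channel of the pancreas array, normexp fitted a background with an SD of 2320 intensity units, where the negative control spots had an SD of 5.20. The median absolute log2 ratio of this array was 0.01 in the recomputed ratios and 1.07 in the Feature Extraction ratios. It was 0.36 when the background was taken from the negative control spots, a correction chosen after seeing the data. On the array of duct cells 1, where the fitted SD was 1.38, these medians were 0.40, 1.00 and 0.42. The main comparisons with the pancreas are therefore given in both kinds of ratio. The Feature Extraction ratio was exactly 0 for 7152 to 12593 features per array, and its largest log2 value was the same 13.29 on the duct, acinar and pancreas arrays.

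**Figure D1:**
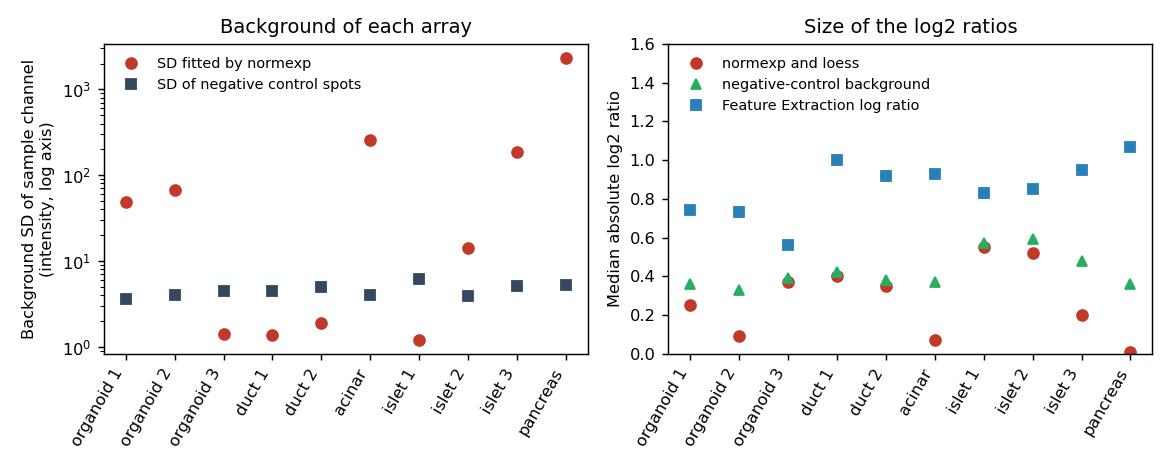
Left, the SD of the background in the sample channel (intensity units, log axis) of each of the 10 arrays, as fitted by normexp and as measured on the negative control spots; right, the median absolute log2 ratio of each array after normexp and loess, with the background from negative control spots, and in the Feature Extraction ratios. The pancreas array has the widest fitted background (2320) and the smallest median ratio after normexp (0.01).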

The overall gene expression profile of the organoid cultures clustered with the duct cell arrays, whereas it did not cluster with the gene profiles of acinar or endocrine cells (Figure 5B). 

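The clustering was repeated on the organoid, duct, islet and acinar arrays after subtraction of the pancreas array, with average linkage on 1 minus Pearson's r, over the 4030 probes that differed at least 2-fold between the mean of the duct arrays and the pancreas. The organoids had a mean r of 0.59 with the duct arrays, 0.64 with the islet arrays and 0.58 with the acinar array. These correlations are across probes, which are not independent replicates. The margin, taken as the r with duct minus the larger of the r with islet and acinar, was −0.05 ± 0.02 (SD, n = 3) and negative in 3 of 3 organoids. In the tree, the acinar array joined the duct arrays at a height of 0.22, the islets joined these at 0.31, and the organoids joined last, at 0.39. In the Feature Extraction ratios, over 8483 probes, the mean r was 0.60 with duct, 0.63 with islet and 0.60 with acinar, a margin of −0.03 ± 0.03 (SD, n = 3), negative for organoids 1 and 2 and 0.01 for organoid 3. There the organoids joined the islets at 0.37. With the background from the negative control spots the margin was 0.10 ± 0.04 (SD, n = 3) over 2767 probes, positive in 3 of 3 organoids, and the organoids joined the duct arrays at 0.34. Among the alternatives that keep the unit of r and change 1 choice, leaving out the background subtraction moved the margin most, to 0.11, and the organoids then joined the duct arrays too. Within scan 2, organoid 3 had an r of 0.60 with each duct array and 0.65 with islets 1 and 2. Its r with the duct arrays was 0.63 and 0.67 in the Feature Extraction ratios, against 0.67 with each of those islets. With the background from the negative control spots it was 0.69 and 0.71, against 0.65 and 0.64. Scan 1 holds no duct array. Over 1814 probes of the paper's own table of genes at least 2-fold different in duct cells, a selection tried after seeing the data, the margin was −0.10 in both kinds of ratio. The copy of that table used here lacks its last 460 entries, and its order runs from high to low in duct cells. Because the same pancreas array is subtracted from every sample, its noise alone can make arrays correlate: in 100 simulated data sets in which no group differed from the pancreas or from another, with 1116 probes past 2-fold on average, the mean r was 0.72 with duct, 0.69 with islet and 0.69 with acinar, with margins from 0 to 0.05. The simulation gave the pancreas array the spread of the other groups. After normexp its replicate spots differed by a median of only 0.00237, against 0.0222 to 0.0949 on the other arrays. The simulated r is therefore no firm baseline for the recomputed ratios.

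**Figure D2:**
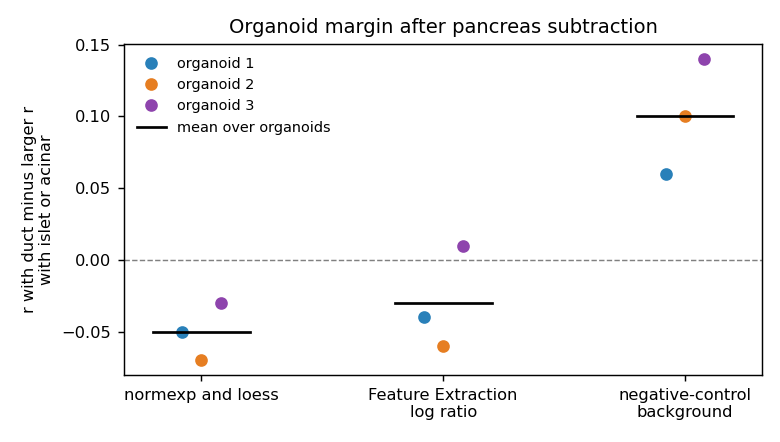
Margin of each organoid (r with the duct arrays minus the larger of the r with the islet and the acinar arrays) after subtraction of the pancreas array, for 3 background corrections; points are organoids and lines are means. The mean margin is −0.05 after normexp, −0.03 in the Feature Extraction ratios and 0.10 with the background from negative control spots.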

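Of the 4035 probes with at least a 2-fold fitted difference between duct cells and pancreas, 73.3% differed in the same direction between organoids and pancreas (71.7%, 65.9% and 73.3% for organoids 1, 2 and 3). The share was 66.9% of the 2698 probes higher in duct cells and 86.2% of the 1337 lower ones. It was 79.2% of 8487 probes in the Feature Extraction ratios, where it was larger for the probes higher in duct cells (82.6% of 3498) than for the lower ones (76.9% of 4989). Noise of the pancreas array, which both differences use, can raise the share: the simulated data sets without differences gave 92.9% to 96.1%, and 92.3% to 94.7% for the Feature Extraction ratios. The simulated pancreas noise exceeds that of the recomputed ratios, so the first range is no firm baseline for them. The setting that moved the share most was the median centring of each array in place of loess, with 30.8%. Compared directly, organoids and duct cells differed at 2318 probes, 523 higher and 1795 lower in the organoids, and organoids and islets at 2398, 1257 higher and 1141 lower. The Feature Extraction ratios gave 8848 probes against duct cells (5175 higher) and 7423 against islets (3494 higher). They included 2127 and 2242 of the probes called from the recomputed ratios, all in the same direction. Of the alternatives, median centring gave the highest count against duct cells, 10491, with a median difference of 1.12 over all probes, and scale normalization between arrays gave the lowest, 194. With scan as a fixed block in the fit, a term added after seeing the data, the counts were 3086 against duct cells and 2750 against islets. Within scan 2 they were 5529 and 7566, from a fit whose spread rests on the pair of duct arrays alone. The same fit of the Feature Extraction ratios by limma called 0 and 0, with 10538 and 8820 probes at an unadjusted p under 0.05. Within scan 1, 0 probes were called against islets by limma, with 4492 at an unadjusted p under 0.05. With slide as a random block the counts were 1038 and 4227. The count against duct cells fell to 762 without duct replicate 1, 1035 without duct replicate 2 and 1323 without organoid replicate 1. Against islets it was 1023 without organoid replicate 1, 1198 and 1191 without duct replicates 1 and 2, and 4905 without islet replicate 3. Among the 1299 genes called against duct cells, well above background on the arrays of both groups and on the same side in every organoid, the largest rises in organoids were those of *Gabrp* (log2 5.21, adjusted p = 0.0483), *Sftpd* (4.71), *Mmp7* (4.09), *Ccn2* (4.05) and *Cdh13* (3.83). The same genes in the Feature Extraction ratios had 6.46, 2.88, 1.63, 4.35 and 5.28. *Gabrp* missed the threshold under 9 of 23 alternatives and *Ccn2* under 8 of 24. The largest falls were those of *Amy1* (log2 −12.34, adjusted p = 6.5e-05), *Reg1* (−11.00), *Prss3* (−9.55), *Gprc5d* (−8.82) and *Sycn* (−8.75), at −11.92, −6.52, −9.47, −9.44 and −8.56 in the Feature Extraction ratios, where *Reg1* is at the largest value of the software on both duct arrays. Transcripts of acinar cells were near the level of the acinar array on both duct arrays (a median log2 difference of −0.53 over 14 acinar genes in the Feature Extraction ratios), so these falls compare with duct samples in which those transcripts are high.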

Of note, among the genes whose expression pattern did cluster between the duct pancreatic cells and the organoids we found *Sox9, Krt7, Krt19* and *Spp1* (full list is provided in Supplementary Dataset 1). 

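Relative to the reference, the log2 ratio of *Sox9* (NM_011448) was 2.10 ± 0.53 (SD, n = 3) in organoids, 1.46 ± 0.14 (SD, n = 2) in duct cells and 0.02 on the pancreas array. The organoids exceeded the pancreas by a log2 fold change of 2.08 (standard error 0.71, adjusted p = 0.345), higher in 3 of 3 organoids, and its other probes gave 0.56 and 2.27. In the Feature Extraction ratios the difference was 0.97 (standard error 0.93, adjusted p = 0.458), with 1.28 and 1.81 for the other probes. The 2 spots of *Sox9* in the table of the paper belong to another probe than this brightest one, and gave 2.41 and, in the Feature Extraction ratios, 2.45. Over the 23 alternatives it ran from 0.76 to 3.03, with adjusted p from 0.0405 to 0.682 under those set beforehand. *Krt7* (NM_033073) had 3.16 ± 0.22 (SD, n = 3) in organoids, 2.24 ± 0.32 (SD, n = 2) in duct cells, 3.58 ± 0.28 (SD, n = 2) in islets, 2.40 in acinar cells and −0.02 in pancreas. It was called against the pancreas, with a log2 fold change of 3.17 (standard error 0.30, adjusted p = 0.00449), and with 3.66 (standard error 0.35, adjusted p = 0.00118) in the Feature Extraction ratios. *Krt7* missed the threshold with median centring (adjusted p = 0.161), with scale normalization between arrays (0.443) and within scan 1 (0.128), in a range from 0.00104 to 0.443 over the alternatives set beforehand. Differences from the pancreas under scale normalization are not usable, as that of *Spp1* there was 43.64 on the log2 scale. *Krt19* (NM_008471) had 2.79 ± 0.65 (SD, n = 3), 1.81 ± 0.36 (SD, n = 2) and 0.05. Its difference from the pancreas, 2.74 (standard error 1.42, adjusted p = 0.646), was not called, nor was that of 2.56 (standard error 1.26, adjusted p = 0.161) in the Feature Extraction ratios. It was called in the sample channel alone (log2 3.36, adjusted p = 0.00582), the lowest in a range up to 1. *Spp1* (NM_009263) had 0.22 ± 0.53 (SD, n = 3), 0.05 ± 0.55 (SD, n = 2) and −1.59. Its difference from the pancreas was 1.81 (adjusted p = 0.421) in the recomputed ratios, where it was not called, and 4.84 (adjusted p = 0.0045) in the Feature Extraction ratios, where it was. Within scan 1, organoids 1 and 2 lay above the pancreas by 1.82, 3.05, 2.65 and 1.56 for *Sox9*, *Krt7*, *Krt19* and *Spp1*, and by 0.90, 3.66, 2.52 and 4.65 in the Feature Extraction ratios. Organoids exceeded islets in *Krt19* (log2 4.77, adjusted p = 0.0474) and *Spp1* (6.10, adjusted p = 0.0024), but not in *Krt7* (−0.42, adjusted p = 0.31). Against duct cells none of the 4 genes was called by limma in the recomputed ratios. Under the alternatives *Krt7* was called in 3 of 24, *Sox9* in 2 of 23, and *Krt19* and *Spp1* in 1 of 24 each. The organoid minus duct differences of *Sox9*, *Krt7*, *Krt19* and *Spp1* were 0.64, 0.91, 0.98 and 0.18 (adjusted p = 0.523, 0.0582, 0.641 and 0.879). They were 0.92, 1.00, 1.07 and 0.62 in the Feature Extraction ratios. One further probe of *Sox9* was lower in organoids than in duct cells (−0.27). Within scan 2, organoid 3 lay above the duct cells by 1.16, 1.16, 1.15 and 0.68 for the 4 genes in the same order.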

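Subtracting the pancreas array from organoids 1 and 2, the cultures the paper compares, limma called 418 of the probes, 142 higher and 276 lower in organoids. With organoid 3 added the count was 537, 203 higher and 334 lower. From the Feature Extraction ratios 8098 probes were called for organoids 1 and 2 and 9013 for the 3 organoids, 4871 of these higher. That count moved furthest of all the alternatives except scan as a fixed block in the same ratios (9255). Of the 537 probes, 308 were also called there, 292 in the same direction. With scan as a fixed block in the recomputed ratios the count was 634, with slide as a fixed block 1256, and within scan 1, which holds the pancreas array, 35, all lower in organoids. Within scan 1 limma called 0 in the Feature Extraction ratios, with 10328 probes at an unadjusted p under 0.05. The count was 262 without organoid replicate 1, 235 without duct replicate 1 and 234 without duct replicate 2, from which the fit takes part of its spread. Of the 24 genes that the paper names for the arrays or the cultures, 6 were called over all probes and 7 adjusted over the list alone, and 16 and 19 in the Feature Extraction ratios. The paper chose many of these genes on these samples, so the list is not independent evidence. *Sst* (NM_009215), *Ins2* (NM_008387), *Gcg* (NM_008100) and *Amy2a5* (NM_001042711) were well above background on the pancreas array and on no organoid array, so their differences are bounds. *Ins2* was at least 265-fold lower in organoids than in the pancreas and at least 261-fold lower in the Feature Extraction ratios (adjusted p = 0.00202 and 0.00139). *Amy2a5* was at least 650-fold lower in the Feature Extraction ratios (adjusted p = 0.000969). Its recomputed value on the pancreas array (log2 13.70, against 10.54) is among those raised by normexp, so no bound is given from it (adjusted p = 0.00146). *Amy1* (NM_007446), well above background on every array, had a log2 fold change of −13.64 (standard error 0.61, adjusted p = 0.000261), and of −12.77 (standard error 1.21, adjusted p = 0.00118) in the Feature Extraction ratios. *Sst* and *Gcg* were called from the Feature Extraction ratios and not from the recomputed ones. *Sst* was at least 35.3-fold lower in the former (adjusted p = 0.00189) and 1.01-fold in the latter (adjusted p = 1). *Gcg* was at least 183-fold (adjusted p = 0.000718) and 1.38-fold lower (adjusted p = 0.899). Of the ductal genes, *Krt7* was higher in organoids 1 and 2 by 3.05 (adjusted p = 0.0146), and by 3.66 (adjusted p = 0.00468) in the Feature Extraction ratios. For organoids 1 and 2 alone, *Sox9* was higher by 1.82 (adjusted p = 0.505), and by 0.90 (adjusted p = 0.569) in the Feature Extraction ratios. Among 366 genes called, well above background on all arrays of both groups and on the same side in every organoid, the largest rises were those of *Trf* (log2 5.19), *Prxl2a* (4.93), *Scara3* (4.77), *Ctsh* (4.63) and *AI661453* (4.56). The Feature Extraction ratios gave 4.69, 3.62, 4.38, 2.20 and 0.46. *AI661453* was not called there (adjusted p = 0.573, in a range from 0.00237 to 0.795), nor under 12 of 24 alternatives in all. The largest falls, after *Amy1*, were those of *Cela1* (−13.50), *Prss3* (−13.24), *Sycn* (−13.23) and *Try5* (−12.66), at −10.72, −10.51, −8.67 and −8.44 in the Feature Extraction ratios. The pancreas array also carries transcripts of skeletal muscle and fat, and its sample includes every cell type of the tissue.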

Comparison of the gene expression profile of the pancreas organoids and the pancreatic tissue (by *in silico* subtraction) confirmed the segregation of the non-ductal pancreatic markers (like *Sst*, *Ins2*, *Gcg* and *Amy*) and the ductal markers (like *Krt7*, *Tcf2* and *Sox9*) (Figure 5C; Supplementary Dataset 2). Of note, the Wnt target genes *Lgr5*, *Ccnd1* and *Axin2* were also specifically highly expressed in the organoids (Figure 5C; Supplementary Dataset 2). 

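*Lgr5* (NM_010195) and *Axin2* (NM_015732) were well above background on the 3 organoid arrays and on no duct, islet, acinar or pancreas array. *Ccnd1* (S78355) was well above background on all 10 arrays. The log2 ratio of *Lgr5* to the reference was 0.80, 0.70 and 2.84 in organoids 1, 2 and 3 in the recomputed ratios, and 5.10, 6.64 and 4.81 in the Feature Extraction ratios. Against the pancreas, *Lgr5* was at least 2.72-fold higher in organoids in the recomputed ratios (adjusted p = 0.684) and at least 8.48-fold higher in the Feature Extraction ratios (adjusted p = 0.00328), where it was called. Against duct cells it was at least 2.48-fold (adjusted p = 0.195) and 9.74-fold higher (adjusted p = 0.00129), and against islets 2.72-fold (adjusted p = 0.211) and 12.4-fold (adjusted p = 0.00138). *Axin2* was at least 1.44-fold higher than in the pancreas (adjusted p = 0.75), and at least 2.87-fold (adjusted p = 0.00474) in the Feature Extraction ratios. Against duct cells these bounds were 1.39-fold (adjusted p = 0.181) and 1.80-fold (adjusted p = 0.00568), and against islets 1.49-fold (adjusted p = 0.27) and 3.11-fold (adjusted p = 0.00833). *Ccnd1* was 1.23 ± 0.51 (SD, n = 3) in organoids, 1.51 ± 0.01 (SD, n = 2) in duct cells and −0.13 in pancreas. Its difference from the pancreas was 1.36 (standard error 0.38, adjusted p = 0.219), not called, and 3.13 (standard error 0.48, adjusted p = 0.0052) in the Feature Extraction ratios, called. It did not exceed the duct cells (log2 −0.28, adjusted p = 0.617, and −0.48, adjusted p = 0.362), with organoid 3 above them by 0.26 and organoids 1 and 2 below. With median centring in place of loess, where the median difference of all probes was 1.12, *Ccnd1* was instead higher than in duct cells (log2 2.83, adjusted p = 0.026, the lowest in a range up to 0.959). Against islets it was higher by 1.40 (adjusted p = 0.0346) and, in the Feature Extraction ratios, by 1.17 (adjusted p = 0.0621). With scan as a fixed block, the difference of *Ccnd1* from the pancreas was 1.23, and 2.99 in the Feature Extraction ratios. Within scan 2, organoid 3 exceeded the duct cells in *Ccnd1* by 0.26 and 0.17. A list of 15 Wnt target genes, 8 of them also in other lists used here, had a median organoid minus pancreas log2 difference of 0.69, with 11 of 15 genes higher (a camera p of 0.00138, a fry p of 0.0207). It was 1.74 in the Feature Extraction ratios, with 12 of 15 higher (camera 0.00782, fry 0.000678). Within scan 1 these medians were 0.50 and 1.52. Against duct cells they were 0.59 (camera 0.035, fry 0.0833) and 0.80 (camera 0.0498, fry 0.000713), and within scan 2 0.75 and 1.07.

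**Figure D3:**
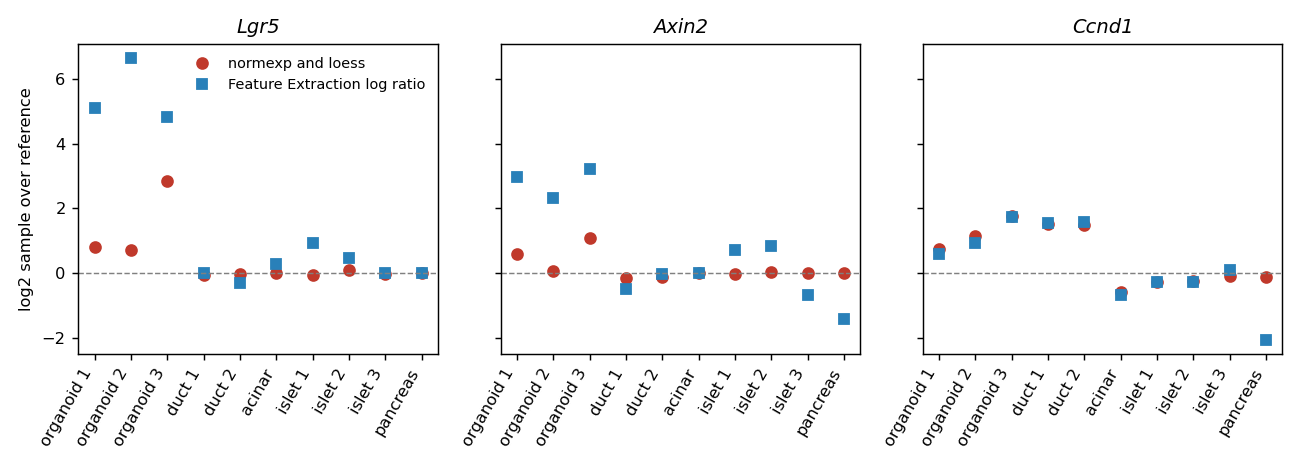
Log2 ratio of sample over reference for *Lgr5*, *Axin2* and *Ccnd1* on each of the 10 arrays, after normexp and loess and in the Feature Extraction ratios. *Lgr5* lies between 0.70 and 2.84 in the organoids in the former and between 4.81 and 6.64 in the latter, and *Ccnd1* is as high on the duct arrays (1.51 and 1.50) as in the organoids (0.76 to 1.77).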

As expected, gene set enrichment analysis (GSEA) confirmed that the organoid cultures are enriched in genes specifically expressed in adult Sox9^+^ pancreatic duct cells (Figure 5D and Supplementary Dataset 3). 

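The gene sets of the paper were not used here. A duct set was taken from the duct, islet and acinar arrays alone, as the 639 genes at least 2-fold higher on each duct array than on each islet and acinar array, and was then tested in organoids against pancreas. The ratios of the acinar array were compressed after normexp too. Their median absolute log2 value was 0.07, against 0.93 in the Feature Extraction ratios. Genes that acinar cells also express can therefore pass the rule, so the set is not firmly specific to duct cells. Its median log2 difference was 0.06 and its mean 0.40, with 368 of 639 genes higher in organoids, 39 called higher and 12 called lower. The median of all genes was 0.04. The set lay at percentile 99.5 among 10000 random lists of the same intensity, of which 95% had medians between 0.01 and 0.05. The camera p was 0.00625, for a rise, and the fry p was 0.166. In the Feature Extraction ratios the same rule gave 431 genes, 223 of them shared, with a median of 0.33 at percentile 99.9 and a mean of 0.02 (camera 0.567, fry 0.281). The result changed sign with the background. For the same 639 genes with the background from the negative control spots, the median was −1.37 and the mean −1.30, with 197 genes higher (a camera p of 7e-14 and a fry p of 3.05e-05, both for a fall). A duct set derived anew with that background held 287 genes, with a median of 0.09 and a mean of −0.07. Its camera p was 0.626, with the direction up, and its fry p 0.00393. The median moved furthest with scale normalization between arrays, to 4.99, where the rule left 31 genes. Differences from the pancreas under that setting are out of any usable range, so this median carries no weight. With scan as a fixed block the median was 0.03 (camera 0.0105, fry 0.203), within scan 1 it was 0.03 (camera 0.166, fry 0.457), and for organoids 1 and 2 it was 0.03 (camera 0.0199, fry 0.264). Of 22 early response genes, which cell dissociation can induce, 17 were in the duct set. Without them the median was 0.07 (camera 0.00291, fry 0.156). Sets made in the same way for the other cells gave a median of 0.00 for 455 islet genes (camera 0.891, fry 0.854) and −1.70 for 96 acinar genes (camera 1.86e-20, fry 0.0711). They gave, in the Feature Extraction ratios, 0.54 for 1697 islet genes (camera 0.00192, fry 0.00385) and −1.04 for 558 acinar genes (camera 3.69e-05, fry 0.0525). Over the 27 alternatives for the duct set, camera gave a p under 0.05 in 21 (range 7.25e-07 to 0.826) and fry in 6 (range 0.000721 to 0.421). With median centring this was for a fall (camera 0.0358, fry 0.00885), and for a rise in the other 20. A list of 15 duct marker genes written down from general knowledge, 7 of them in the duct set, had a median of 2.58, with 15 of 15 genes higher (camera 8.61e-10, fry 0.0103), and of 2.83 in the Feature Extraction ratios, with 14 of 15 higher (camera 7.76e-06, fry 0.000116). Within scan 1 these were 1.84 and 2.85. The list holds *Sox9*, *Krt7*, *Krt19* and *Spp1*, which the paper picked from these arrays. From GSEA of its own gene sets (Figure 5D), the paper concludes that the organoid cultures are enriched in genes that adult Sox9+ duct cells express specifically.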

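*Prom1* (NM_008935) had a log2 ratio to the reference of 4.36 ± 1.91 (SD, n = 3) in organoids, 2.82 ± 1.32 (SD, n = 2) in duct cells and 0.03 in pancreas. Organoids exceeded the pancreas by 4.32 (standard error 1.67, adjusted p = 0.438), and by 2.55 (standard error 0.91, adjusted p = 0.0727) in the Feature Extraction ratios, in 3 of 3 organoids and without a call in either. Against duct cells the difference was 1.54 (adjusted p = 0.516) and 1.76 (adjusted p = 0.102). *Lrig1* (NM_008377) was 0.47 ± 0.40 (SD, n = 3), 0.07 ± 0.01 (SD, n = 2) and −0.13, and higher than in the pancreas by 0.60 (standard error 0.41, adjusted p = 0.785) and 1.56 (standard error 0.52, adjusted p = 0.0593), again without a call. With scan as a fixed block, *Prom1* was higher than in the pancreas by 3.35 and *Lrig1* by 0.40, and by 2.37 and 1.30 in the Feature Extraction ratios, where *Lrig1* was called (adjusted p = 0.0461, in a range from 0.005 to 1 over the alternatives set beforehand). *Prom1* was called under 1 of its 24 alternatives. Against islets, *Lrig1* was higher by 1.85 (adjusted p = 0.0197) and *Sox9* by 3.85 (adjusted p = 0.011). A list of 20 genes described in small intestinal stem cells, 10 of them also in other lists, had a median organoid minus pancreas difference of 0.59, with 14 of 20 higher (camera 0.0034, fry 0.00899), and of 1.01 in the Feature Extraction ratios, with 15 of 20 higher (camera 0.0939, fry 0.000198). Within scan 1 it was 0.39 and 0.98. Against duct cells it was 0.49 (camera 0.273, fry 0.297) and 0.63 (camera 0.244, fry 0.000455). The list contains the 4 genes that the paper names, *Lgr5*, *Prom1*, *Sox9* and *Lrig1*. A list of 13 transcription factor genes of pancreas progenitors had a median of 0.65 against the pancreas (camera 0.00774, fry 0.0666). In the Feature Extraction ratios its median was 0.09, its mean −0.24 and its camera direction down (camera 0.856, fry 0.386). Gene sets of the embryonic pancreas were not analysed here.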

Interestingly, we also observed enrichment in genes previously reported in small intestinal and pancreas stem cells, that is, *Lgr5, Prom1, Sox9 and Lrig1* (Figure 5D and Supplementary Dataset 4) (Barker et al, 2007; Snippert et al, 2009, Furuyama et al, 2011; Wong et al, 2012), while we found no significant enrichment in genes expressed in the developing pancreas at E14.5 or E17.5 (Figure 5E and Supplementary Datasets 5 and 6), confirming the adult nature of our pancreas progenitor cultures. To confirm this expression pattern, we performed qPCR analysis in cultures at early and late passages (Figure 5F). While some genes could be detected in pancreas organoids over time (*Pdx1*, *Sox9* and *Lgr5*), no acinar (*Amy2*) or endocrine (*Ins*) markers were observed over several passages (Figure 5F). Immunofluorescent staining confirmed that the organoids were mainly formed by cells expressing Keratin19 (KRT19), SOX9, MUCIN-1 and PDX1 (Figure 5A) while negative for the endocrine marker Synaptophysin (SYP) (Supplementary Figure S4B). Overall, these results confirmed the pancreas progenitor and duct-like nature of the pancreas organoid cultures.

### Expanded organoids give rise to both pancreatic endocrine and duct cells *in vivo*

The embryonic pancreas harbours all necessary factors and appropriate environmental cues to support the differentiation of *bona fide* pancreas progenitors to mature exocrine and endocrine cells *in situ* or when the embryonic pancreas is transplanted under the kidney capsule of an immunodeficient mouse (Zaret and Grompe, 2008). Therefore, to assess whether the organoid cells are capable of differentiating towards fully mature endocrine lineages (e.g., insulin producing cells) we developed a whole-organ morphogenetic assay based on the re-aggregation of dissociated cells from embryonic pancreas on one hand and organoids generated from adult pancreas on the other hand (Figure 6A; Supplementary Figure S7B). This type of morphogenetic assay has successfully been used to demonstrate fate potency of both skin and thymic epithelial stem cells after expansion *in vitro* (Bonfanti et al, 2010). When embryonic pancreas derived from either mouse (E13.5) or rat (E14) was isolated, dissociated, re-aggregated and then transplanted under the kidney capsule of an immune-deficient mouse, the embryonic tissue fully developed into the three mature pancreas lineages: duct, acinar and endocrine cells (Supplementary Figure S7A).

Therefore, we isolated EpCAM^+^ TSQ^−^ GFP^+^ epithelial cells from the pancreas of *CAG*^*eGFP*^ adult mice (Okabe et al, 1997) as described above and expanded for at least 6 weeks (Supplementary Figure S3A–C), dissociated them into a single cell suspension and re-aggregated with embryonic E13 or E14 WT mouse or rat pancreas, respectively. The re-aggregates were kept overnight on a membrane and, the day after, were grafted under the kidney capsule of nude mice. After 2 or 3 weeks, mice were sacrificed and grafts harvested (Figure 6A; Supplementary Figure S7B). The transplanted re-aggregates did consistently grow pancreatic structures organized in both exocrine and endocrine areas, several of which contained eGFP^+^ integrated cells (Figure 6B and C; Supplementary Figure S7C and D). Immunohistochemical analysis of the re-aggregates revealed that eGFP^+^ cells mainly contributed to duct cells (Figure 6B and F). Of note, some eGFP^+^ cells, that located outside of the ducts, downregulated cytokeratin expression and contained high level of PDX1 protein, a feature of beta cells (Figure 6B). On the basis of their expression of synaptophysin, ∼5% of integrated eGFP^+^ cells were of endocrine nature, 50% of which were also insulin^+^ (Figure 6C and F). Quantification revealed that eGFP^+^ cells differentiated into duct cells at a frequency of 70% (Figure 6F; Supplementary Figure S7F). It is important to remark that these percentages roughly correspond to those found in the differentiating embryonic pancreas *in vivo*. More importantly, we obtained the same results using a different reporter mouse that expresses CFP under the control of E-Cadherin promoter (*ECad*^*CFP*^) (Figure 6D and E; Supplementary Figures S7E and S8). We found that INS^+^ cells derived from cultivated organoids either from *CAG*^*eGFP*^ or from *ECad*^*CFP*^ reporter mice were functional and expressed C-peptide (Cppt) protein (Figure 6D and E; Supplementary Figure S7E). Cells with CFP membrane localization and cytoplasmic expression of both INS and mouse-specific C-peptide were readily detected throughout the grafted area, even when the organoid cells were engrafted in a rat pancreas microenvironment, where endogeneous INS^+^ cells were negative for the mouse/specific anti-Cppt antibody (Figure 6D and E; Supplementary Figure S8C). This last result excluded the possibility of fusion between mouse-cultivated eGFP^+^ or CFP^+^ cells and WT rat endocrine cells. The specificity of this antibody both in the ectopic rat pancreas and in the adult rat pancreas is shown in Figure 6D and Supplementary Figure S8B and C. Furthermore, the cultivated eGFP^+^ cells also gave rise to other endocrine lineages, such as Glucagon^+^ (GCG^+^) and Somatostatin^+^ (SST^+^) cells (Figure 7A and B). These cells were negative for INS, demonstrating that they had fully differentiated into mono-hormonal endocrine cells (Figure 7A and B).

Then, we assessed whether a less permissive environment would also allow the adult expanded progenitor duct cells to achieve an endocrine cell fate. We directly transplanted ∼2-month-old adult duct pancreas cultures derived from both Bl6 WT mice and *Ecad*^*CFP*^ mice into the kidney capsule of immunodeficient mice. We previously primed the 2-month-old cultures to express early endocrine markers by culturing them, 15 days prior to the transplantation, in a medium previously reported to allow ESC to acquire an endocrine fate (D’Amour et al, 2006; Kroon et al, 2008), with some modifications. We included the small molecule inhibitor ILV combined with FGF10, to induce *Pdx1* expression (Bhushan et al, 2001; Chen et al, 2009), followed by DBZ treatment, to inhibit notch signalling (Milano et al, 2004) (Supplementary Figure S9A). This medium facilitated the expression of early endocrine progenitor markers (*Neurogn3* and *Chga*) while retained the expression of the ductal marker *Sox9*, and suppressed *Lgr5* (Supplementary Figure S9B). One month after transplantation, duct-like structures formed by Krt19^+^ cells were readily detectable throughout the graft (Supplementary Figure S9C). Also, albeit at much lower efficiency, Insulin^+^ and Cpeptide^+^ cells (Supplementary Figure S9C, D and E), as well as ChgA^+^ cells were detected (Supplementary Figure S9F).

Overall, these results conclusively demonstrate that cultured organoids derived from either sorted adult duct cells (*CAG*^*eGFP*^ or *ECad*^*CFP*^ mice) or from freshly isolated ducts (Bl6 WT mice) are able to acquire both duct and endocrine fates, thus demonstrating their progenitor nature and bi-potency.

## Discussion

The pancreas is a glandular organ that serves two important functions: the production of the digestive enzymes and the production of the hormones responsible of glucose homeostasis. This is mirrored in the wide range of pancreas diseases that vary from pancreatic cancer to disorders related to the glucose homeostasis, such as diabetes. While pancreas cancer is the result of the accumulation of oncogenic mutations in different epithelial cell types of the pancreas, diabetes is the result of severe reduction in functional beta-cell mass. The lack of primary culture systems capable of long-term expansion of primary tissue *in vitro* hampers the development of therapeutic strategies for pancreas diseases. The replacement of functional pancreatic beta cells may be envisioned as a potential definitive cure for diabetes. Unfortunately, human islet transplantation is hampered by the scarcity of donors and the need for immune suppression and also by graft failure (Lysy et al, 2012). Therefore, alternative sources for cell therapy replacement hold promise as a potential treatment for diabetes.

ESCs and iPSCs can be differentiated towards beta cells *in vitro* (D'Amour et al, 2006; Zhang et al, 2009; Nostro et al, 2011; Cheng et al, 2012) and *in vivo* (Soria et al, 2000; Kroon et al, 2008; Sneddon et al, 2012), but the reproducibility of such procedures has been limited (Lysy et al, 2012). In addition, undifferentiated ESCs and iPSCs are prone to form teratomas upon transplantation *in vivo*, therefore any remaining undifferentiated cell must be completely removed prior to be used for transplantation. Adult pancreas progenitors able to expand long term *in vitro* while maintaining the potency to differentiate towards a duct or endocrine fate would potentially not encounter these limitations.

We report here that damage of adult pancreas results in the upregulation of Wnt signalling and expression of the stem-cell marker *Lgr5* in the neo-formed ducts. We exploit this Wnt-driven regenerative response to define a culture medium based on the Wnt activation (RSPO1) that allows the unlimited expansion of duct fragments or even single isolated cells in a defined medium without serum. Under these conditions, pancreatic duct cells upregulate the stem-cell marker *Lgr5* (receptor for RSPO1), and self-renew while maintaining their genetic stability. Importantly, when the expanded adult progenitor cells receive the appropriate differentiation signals, as for instance the signals present in a developing embryonic pancreas, they are able to integrate into both exocrine and endocrine structures that express functional markers, demonstrating that they carry the hallmarks of bi-potent progenitors.

Confirming the importance of the Wnt/Rspo signalling to facilitate the proliferation of pancreatic adult cells, Jin *et al* reported (while this study was under revision) that Rspo supplementation to a 3-week pancreatic culture facilitates the expansion of pancreas cells into heterogeneous cultures. The otherwise non-defined medium contains fetal bovine serum and ESC-derived conditioned medium (Jin et al, 2013).

Thus, the conditions here described, based on the induction of the Wnt-Lgr5-Rspo axis, allow the long-term *in vitro* expansion of pancreas progenitors. The unlimited expansion potential of the adult progenitor cells may open avenues for building patient-derived disease models, as well as the development of regenerative strategies based on the expansion of adult, genetically non-modified, pancreas cells. Future optimization of the differentiation conditions may allow the generation of high numbers of specialized and functional pancreatic cells to be used for the treatment of pancreas diseases such as diabetes.

## Materials and methods

### Mice lines and injury models

Generation and genotyping of the *Lgr5*^*LacZ*^ and *ECad*^*CFP*^ mice is already described in Barker et al (2007) and Snippert et al (2010), respectively. *Axin2*^*LacZ*^ mice were obtained from EMMA (European Mouse Mutant Archive, Germany). C57BL/6-Tg(ACTB-EGFP)1Osb/J, *Sox9*^*CreER*^ and *Ptf1a*^*CreER*^ mice were previously described (Okabe et al, 1997; Furuyama et al, 2011; Pan et al, 2013) and MipRFP mice were provided by Gérard Gradwohl (IGBMC, Strasbourg, France). Wild-type Sprague–Dawley (OFA) rats and OF1 mice were obtained from Janvier. Athymic (Swiss Nu^−/−^) were supplied by Charles River Breeding Laboratories NSG mice (Jackson Laboratory, Bar Harbor, MA, USA). All animal experiments were performed in accordance with the institutional review committee at the Hubrecht Institute and the VUB. Animals were maintained in a 12-h light cycle providing food and water *ad libitum*.

To induce pancreas injury, 3- to 6-month-old mice were anaesthetized, with a mixture of fluanisone:fentanyl:midazolam injected intraperitoneally at a dosage of 3.3, 0.105 and 1.25 mg/kg, respectively. Following a median incision on the abdominal wall, the pancreas was exposed and, under a dissecting microscope, the pancreatic duct was ligated as described (Xu et al, 2008).

For Sox9 and Ptf1a lineage labelling, tamoxifen (Sigma, T5648) was prepared at the concentration of 10 mg/ml in corn oil (Sigma, C8267). A total dose of 20 mg of tamoxifen was given subcutaneously in five doses of 4 mg over a 10-day period. A washout period of 14 days preceded pancreas harvesting and dissociation into single cells.

### Pancreas organoid cell culture

Pancreatic ducts were isolated from the bulk of the pancreas of mice older than 8 weeks by collagenase dissociation (Collagenase type XI 0.012% (w/v) (Sigma), dispase 0.012% (w/v) (Gibco), FBS (Gibco) 1% in DMEM media (Gibco)) at 37°C. Isolated ducts were mixed with Matrigel (BD Bioscience) and seeded and cultured as we described previously (Sato et al, 2009; Barker et al, 2010). After Matrigel formed a gel, culture medium was added. Culture media was based on AdDMEM/F12 (Invitrogen) supplemented with B27 (Invitrogen), 1.25 mM *N*-Acetylcysteine (Sigma), 10 nM gastrin (Sigma) and the growth factors: 50 ng/ml EGF (Peprotech), 10% RSPO1-conditioned media (kindly provided by Calvin Kuo), 100 ng/ml Noggin (Peprotech) or 10% Noggin-conditioned media (in-house prepared), 100 ng/ml FGF10 (Peprotech) and 10 mM Nicotinamide (Sigma). One week after seeding, organoids were removed from the Matrigel, mechanically dissociated into small fragments, and transferred to fresh Matrigel. Passage was performed in a 1:4–1:8 split ratio once per week for at least 9 months. To prepare frozen stocks, organoid cultures were dissociated and mixed with Recovery cell culture freezing medium (Gibco) and froze following the standard procedures. When required, the cultures were thawed using standard thawing procedures, embedded in Matrigel and cultured as described above. For the first 3 days after thawing, the culture medium was supplemented with Y-27632 (10 μM, Sigma-Aldrich).

### Prospective isolation and pancreas organoid single cell (clonal) culture

For clonogenic assays, whole pancreata were harvested from adult (8–12 weeks) mice and individually digested by collagenase type XI (0.3 mg/ml, Sigma) incubation at 37°C in a shaking incubator, and then dissociated into single cells by addition of trypsin (1 mg/ml, Sigma) and DNAse (0.4 mg/ml, Roche); cell suspension was filtered through a 70-μm cell strainer. Cell pellets were incubated with anti-mouse EpCAM/APC antibody (eBiosciences) for 30′ on ice. Cells were either processed directly for FACS sorting or were enriched for epithelial cells using magnetic beads (EasySep^TM^ APC Positive selection kit or Epithelial enrichment kit; STEMCELL Technologies Inc.). Cells were re-suspended in a solution containing propidium iodide (PI, 1 mg/ml, Sigma), and *N*-(6-Methoxy-8-Quinolyl)-*p*-Toluenesulfonamide (TSQ, 1 mg/ml, Molecular Probes) and sorted on an FACSAria (Becton Dickinson). Clean separation between EpCAM^+^TSQ^−^ and EpCAM^+^TSQ^+^ cell populations was confirmed by a second FACS analysis and immunocytochemistry. According to the mouse strain, an additional gate for eGFP or YFP signal was used for sorting cells. Pulse-width gating excluded cell doublets while dead cells were excluded by addition of PI and gating on the negative cells.

For secondary clonal cultures, established cultures were dissociated into single cells and stained with the DetectaGene Green CMFDG LacZ Gene Expression Kit (Molecular Probes) according to the manufacturer’s instructions. PI staining was used to label dead cells and FSC: pulse-width gating to exclude cell doublets.

Sorted cells (EpCAM^+^TSQ^−^, EpCAM^+^TSQ^+^ *or Lgr5*^*LacZ+*^) were embedded in Matrigel and seeded in 96-well plates at a ratio of 1 sorted cell/well. Cells were cultured in the pancreas media described above supplemented with Y-27632 (10 μM, Sigma-Aldrich) for the first 4 days. Passage was performed in split ratios of 1:4–1:5 once per week for at least 6 months.

### *In vitro* growth curves

Expansion ratios were calculated from both sorted cells and duct fragments as follows: pancreas organoid cultures or 20 × 10^3^ sorted cells were grown in our defined medium for 7 days. Then, the cultures were dissociated by incubation with TrypLE Express (Gibco) until single cells. Cell numbers were counted by trypan blue exclusion at the indicated time points. From the basic formula of the exponential curve *y(t)*=*y*_0_ × *e*^(growth rate × t)^ (*y*=cell numbers at final time point; *y*_0_=cell numbers at initial time point; *t*=time) we derived the growth rate. Then, the doubling time was calculated as doubling time=ln(2)/growth rate for each time window analysed.

### Karyotyping

Organoid cultures in exponential growing phase were incubated for 1–1.5 h with 0.05 μg/ml colcemid (Gibco). Then, cultures were dissociated into single cells using TrypLE express (Gibco) and processed as described (Huch et al, 2013). Chromosomes from 100 metaphase-arrested cells were counted.

### Pancreatic morphogenetic assay

Pancreatic aggregates were obtained following a previously described protocol (Bonfanti et al, 2010), modified as follows. E13 mouse embryos (OF1) or E14 rat embryos (SD) were harvested from the uteri under sterile conditions, transferred in 100 mm Petri dishes containing HBSS supplemented with 10% FCS and stored on ice. Pancreatic tissue was removed from the embryonic abdomen and transferred into a solution containing collagenase type XI (1 mg/ml, Sigma) and DNAase (0.4 mg/ml, Roche Diagnostic) for about 5 min. A known number (from 75 × 10^3^ to 10^5^) of GFP-labelled single cells dissociated from *in vitro* expanded adult organoids were mixed with an ∼10-fold excess of unlabelled embryonic pancreatic cells. Aggregates were then transferred on a 0.8-μm Isopore membrane filter (Millipore) and incubated at 37°C for 24 h in RPMI medium supplemented with 10% FCS, before being grafted under the kidney capsule of nude mice as previously described (Bonfanti et al, 2010). Two to four weeks later, the grafts were harvested and processed for cryosection and immunohistochemistry.

### Pancreas organoid differentiation and kidney capsule transplantation

Pancreas organoids derived from Bl6 isolated ducts or eGFP^+^- or CFP^+^-sorted cells were expanded *in vitro* for at least 2 months in our defined culture medium (EM) as described above. Then, the organoids were transferred into a differentiation medium (DM) to enhance their endocrine fate. To define the differentiation medium, we adapted the protocols already described by D'Amour et al (2006) and Chen et al (2009) as follows: organoids grown in Matrigel, in our defined expansion medium (EM), were removed from the Matrigel by using BD cell recovery solution (BD Biosciences), following the manufacturer’s instructions, and transferred to suspension plates. The cells were maintained for 3 days in RPMI medium supplemented with 0.2% FBS and 100 ng/ml Activin A (Tocris BioScience). Then, the medium was changed to RPMI supplemented with 300 nM ILV (indolactam-V) (Tocris BioScience), 100 ng/ml FGF10 (Peprotech) and 2% FBS for 4–5 days. After, the medium was replaced by DMEM supplemented with 1% B27, Noggin (50 ng/ml), Retinoic Acid (2 μM) and KAAD-cyclopamine (0.25 μM) for the following 6 days. Finally, for the last 2–4 days prior to transplantation, the medium was changed to DMEM supplemented with 1% B27 and 10 μM DBZ (Tocris BioScience). During all the differentiation protocol, the cells were kept in suspension plates. After the last 2–4 days in DBZ supplemented medium, the organoids were collected and transplanted directly into the kidney capsule of nude mice using standard procedures. The grafts were allowed to grow for 1 month and then were harvested and processed for paraffin embedding and immunohistochemistry.

To determine any potential transformation of the cells, pancreas organoids derived from Bl6 mice and cultured in our defined medium for at least 2 months were also directly transplanted into the kidney capsule of nude, SCID or NSG mice. The grafts were harvested 2 weeks and 3 months later and were processed for paraffin section and H&E staining using standard techniques.

### β-galactosidase (LacZ) staining, immunohistochemistry and immunoflorescence

Tissues were fixed for 2 h in ice-cold fixative (1% Formaldehyde; 0.2% Glutaraldehyde; 0.02% NP-40 in PBS0) and incubated O/N at RT with 1–2 mg/ml of X-gal (bromo-chloro-indolyl-galactopyranoside) solution as we described in Barker et al (2010). The stained tissues were transferred to tissue cassettes and paraffin blocks were prepared using standard methods. Tissue sections (4 μM) were prepared and counterstained with neutral red. For immunohistochemistry, tissues and organoids were fixed using formalin 4%, and stained using standard histology techniques as described (Barker et al, 2010). The antibodies and dilutions used are listed in Supplementary Table SI. Stained tissues were counterstained with Mayer’s Hematoxylin. Pictures were taken with a Nikon E600 camera and a Leica DFDC500 microscope (Leica). For whole-mount immunofluorescence staining, organoids were processed as described in Barker et al (2010).

Tissue sections (4 μM) or cryosections from kidney capsule grafts were processed for immunofluorescent staining using standard procedures. For the paraffin-embedded kidney capsule grafts citrate retrieval was performed. Antibodies and dilutions are listed in Supplementary Table SI. Nuclei were stained with Hoechst33342 (Molecular Probes).

### Microarray

For the expression analysis of pancreas cultures, total RNA was isolated from Sox9^+^ duct cells (isolated as described in Supplementary Figure S5), acinar and islets cells (prepared from whole pancreas after collagenase dissociation), whole adult pancreas and pancreas organoids cultured in our defined medium, using Qiagen RNAase kit following the manufacturer’s instructions. Five hundred nanograms of total RNA were labelled with the low RNA Input Linear Amp kit (Agilent Technologies, Palo Alto, CA). Universal mouse Reference RNA (Agilent) was differentially labelled and hybridized to the tissue or cultured samples. A 4 × 44K Agilent Whole Mouse Genome dual colour Microarray (G4122F) was used. Labelling, hybridization and washing were performed according to Agilent guidelines. Microarray signal and background information were retrieved using the Feature Extraction software (V.9.5.3, Agilent Technologies). The hierarchical clustering analysis was performed in duct, acinar, islet and organoid arrays after *in silico* subtraction of the pancreas gene array. A cutoff of two-fold differentially expressed was used for the clustering analysis. GSEA was performed according to Subramanian et al (2005). The gene lists and gene sets used for the analysis are all provided in Supplementary Datasets 1–6. GEO accession number is GSE50103.

### RT-PCR and qPCR analysis

RNA was extracted from cell cultures or freshly isolated tissue using the RNeasy Mini RNA Extraction Kit (Qiagen) or TRIzol (Invitrogen) respectively, and reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen). All targets were amplified (40 cycles) using gene-specific Taqman primers and probe sets (Applied Biosystems, London, UK). Data were analysed using the Sequence Detection Systems Software, Version 1.9.1 (Applied Biosystems). For *Neurog3*, cDNA was amplified in a thermal cycler (GeneAmp PCR System 9700; Applied Biosystems) as previously described (Huch et al, 2009). Primers used are listed in Supplementary Table SII.

### Image analysis

Images of cultivated cells were acquired using either a Leica DMIL microscope and a DFC420C camera or a Nikon TE2000 inverted automated fluorescence microscope with motorized table and controlled by the NIS elements AR software. Immunofluorescence images were acquired using an upright Zeiss Axioplan2 fluorescence microscope with Hamamatsu C10600 ORKA-R2 camera or a confocal microscope (Leica, SP5) or a confocal microscope (Leica, SP8) or a confocal multiphoton Zeiss LSM710 NLO with the TiSa laser microscope. Images were analysed using the Leica LAS AF Lite software (Leica SP5 confocal) or Smartcapture 3 (version 3.0.8). Confocal images were processed using Improvision VolocityLE and Zeiss Zen softwares.

### Data analysis

All values are represented as mean±standard error of the mean (s.e.m.). Mann–Whitney non-parametric test was used. *P*<0.05 was considered as statistically significant. In all cases, data from at least three independent experiments were used. All calculations were performed using the SPSS package.

## Supplementary Material

Supplementary Information

Supplementary Datasets

Review Process File

## Figures and Tables

**Figure 1:**
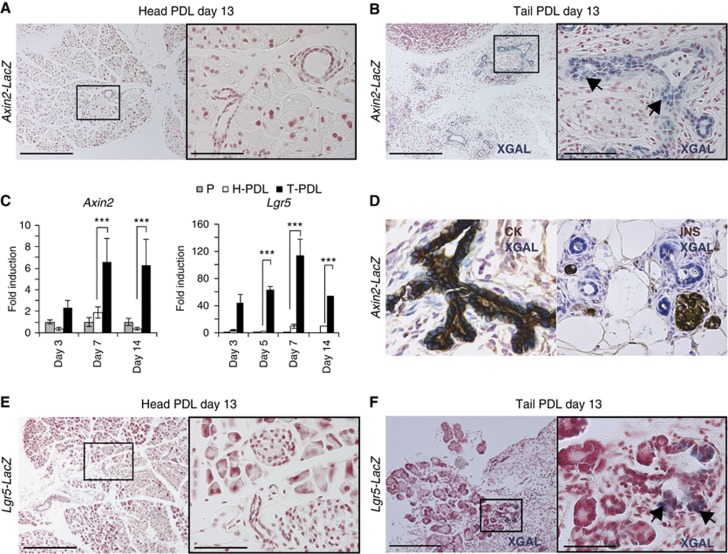
Induction of *Axin2* and *Lgr5* expression upon damage on adult pancreas. (**A**, **B**) *Axin2-LacZ* induction in newly formed pancreatic ducts upon PDL. *Axin2-LacZ* mice (*n*=6) underwent PDL as explained in Materials and methods. Mice were sacrificed at the indicated time points and the non-ligated pancreatic tissue (Head-PDL) was separated from the ligated part (Tail-PDL). (**A**) Head-PDL and (**B**) Tail-PDL portion 13 days after injury. Arrows indicate XGAL-specific staining exclusively detected in the pancreatic ducts of the ligated pancreas. Scale bars 200 μm (**A**, **B**, left panels) and 50 μm (**A**, **B**, right panels). (**C**) qPCR analysis of *Axin2* and *Lgr5* mRNA in adult pancreas following PDL. Results are represented as mean±s.e.m. of at least three independent experiments. The *Hprt* housekeeping gene was used to normalize for differences in RNA input. Non-parametric Mann–Whitney test was used. ***P<0.0001. P, pancreas from a sham-operated mice; H-PDL, Head-PDL (non-affected area after PDL injury); T-PDL, Tail-PDL (affected area after PDL injury). (**D**) Representative image of a XGAL staining on an *Axin2-LacZ* pancreas after PDL, sections were co-stained either for pancytokeratin (CK), a duct cell marker, or for insulin (INS), an endocrine β-cell marker. XGAL staining (reflecting *Axin2* expression) was detected exclusively in the pancreatic duct compartment. (**E**, **F**) *Lgr5-LacZ* induction in the ductal tree upon PDL. (**E**) Head PDL pancreas (*n*=6) do not show XGAL staining, indicating that *Lgr5* is not expressed in non-injured pancreas. (**F**) *Lgr5* reporter is detected (arrows) in the Tail-PDL portion of the ligated pancreas (*n*=6). Scale bars 200 μm (**E**, **F**, left panels) and 30 μm (**E**, **F**, right panels).

**Figure 2:**
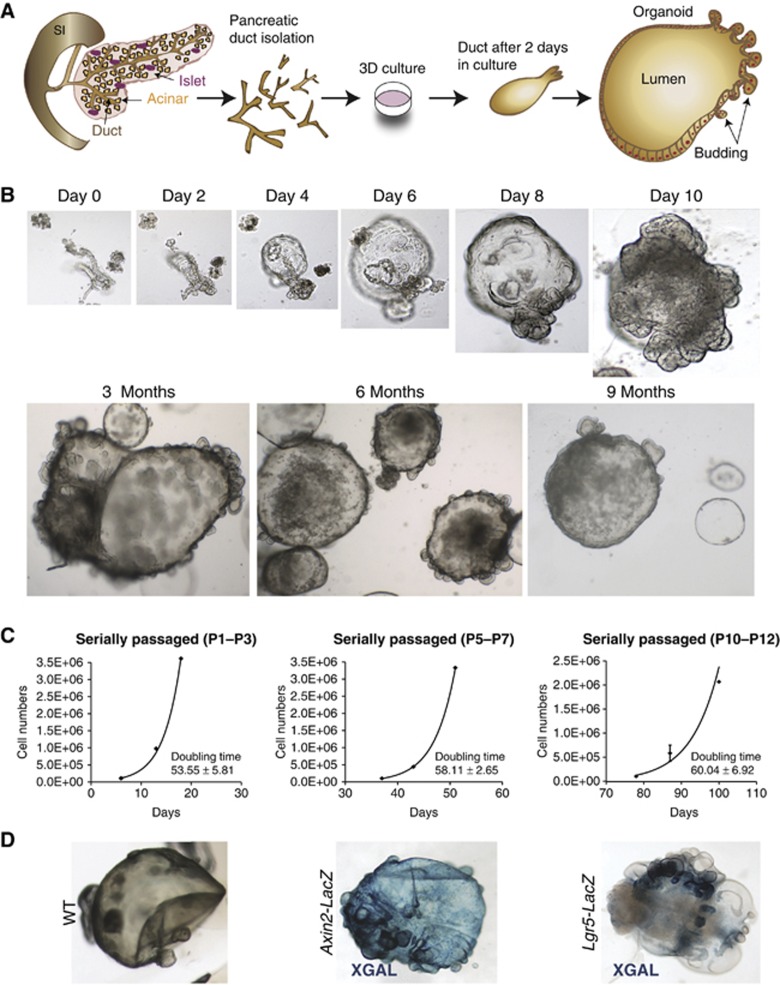
Establishment of the pancreas organoids from adult pancreatic ducts. (**A**) Scheme representing the isolation method of the pancreatic ducts and the establishment of the pancreatic organoid culture. The pancreatic ducts were isolated from adult mouse pancreas after digestion, handpicked manually and embedded in matrigel. Twenty-four hours after, the pancreatic ducts closed and generated cystic structures. After several days in culture, the cystic structures started folding and budding. (**B**) Representative serial DIC images of a pancreatic organoid culture growing at the indicated time points. Magnifications: × 10 (days 0, 2, 4, 6, and 8) and × 4 (day 10 onwards). (**C**) Growth curves of pancreas cultures originated from isolated pancreatic ducts cultured as described in Materials and methods. Note that the cultures followed an exponential growth curve within each time window analysed. Graphs illustrate the number of cells counted per well at each passage from passages P1–P3 (left), P5–P7 (middle) and P10–P12 (right). The doubling time (hours) is indicated in each graph. Data represent mean±s.e.m., *n*=2. (**D**) Representative DIC images of XGAL staining in WT (left), *Axin2-LacZ* (middle) and *Lgr5-LacZ* (right) derived pancreas organoids.

**Figure 3:**
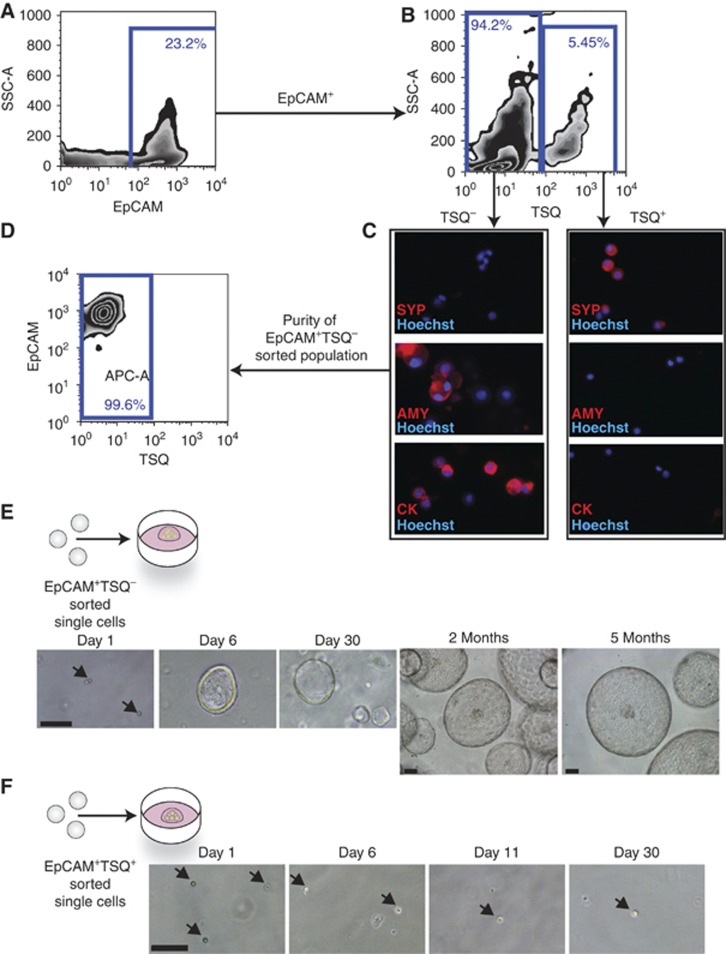
Isolation and *in vitro* expansion of single, endocrine-depleted pancreatic epithelial cells. (**A**) Representative fluorescence-activated cell sorting (FACS) plot illustrating the distribution of EpCAM^+^ and EpCAM^−^ cells from dissociated adult mouse pancreas, following epithelial cell enrichment by magnetic beads as described in Materials and methods. (**B**) Representative FACS plot showing the distribution of EpCAM^+^ non-granulated TSQ^−^ epithelial cells and EpCAM^+^ granulated TSQ^+^ endocrine cells. (**C**) EpCAM^+^TSQ^+^ and EpCAM^+^TSQ^−^ sorted fractions were cytocentrifuged and immunostained (red) for Synaptophysin (SYP), Amylase (AMY) and pancytokeratin (CK); nuclei were counterstained with Hoechst 33342 (blue). Magnification: × 40. (**D**) Representative FACS analysis purity of sorted EpCAM^+^TSQ^−^ cells indicating that this population is isolated with high purity (>99.6%). (**E**) EpCAM^+^TSQ^−^-sorted single cells were assessed for their growth potential in 3D expansion culture conditions: this population gave rise to organoids that could be expanded for many passages (>5 months). (**F**) EpCAM^+^TSQ^+^-sorted single cells were assessed for their growth potential under the same conditions: endocrine TSQ^+^ cells survived in culture but did not proliferate. Scale bars: 30 μm.

**Figure 4:**
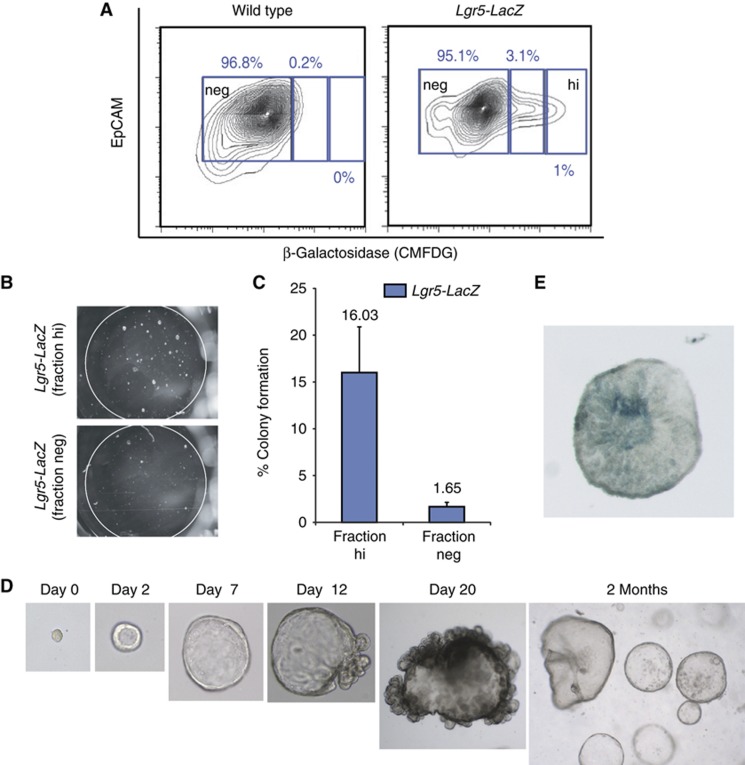
Clonal expansion of single *Lgr5* cells derived from *Lgr5-LacZ* pancreatic organoids. (**A**–**E**) Lgr5^+^ cells were sorted from *Lgr5*^*LacZ*^-derived pancreas organoids cultured for 20–25 days in our defined medium. Organoid formation efficiency was analysed 12 days after seeding. (**A**) Representative image of an FACS plot of wild-type (left) and *Lgr5*^*LacZ*^ (right) pancreas organoids stained with Detectagene Green CMFDG (for detecting beta-galactosidase expression) and EpCAM (for selecting epithelial cells). (**B**) Representative image of cultures derived from 500 sorted cells from the high (*Lgr5*^hi^) or 500 sorted cells derived from the negative fraction (*Lgr5*^*neg*^) 12 days after seeding. (**C**) Graph showing the % of colony formation efficiency of the *Lgr5*^*hi*^ and *Lgr5*^*neg*^ fractions. (**D**) Representative serial DIC images showing the outgrowth of pancreatic organoids originated from a single *Lgr5*^*LacZ+*^cell. Magnifications: × 40 (days 1–2), × 20 (day 7), × 10 (days 12–20), × 4 (2 months). (**E**) Representative DIC image of XGAL staining in a 12-day-old clonal culture derived from *Lgr5*^*hi*^ fraction. Magnification: × 10.

**Figure 5:**
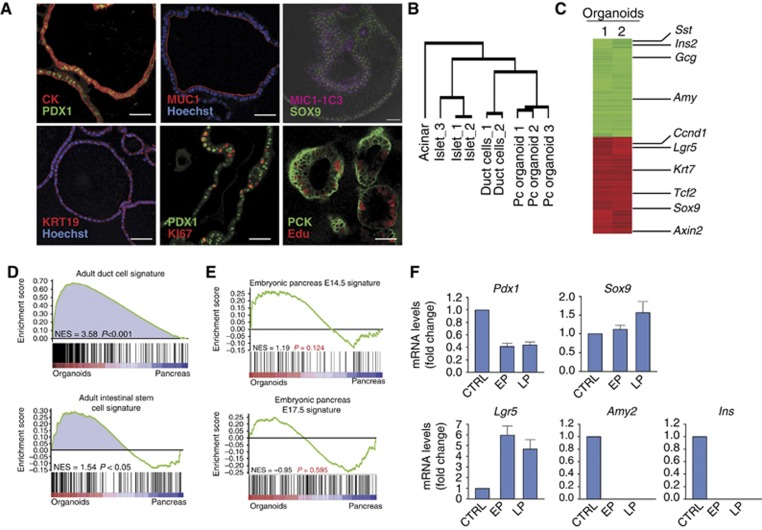
Characterization of *in vitro* expanded organoids from single cells. Pancreatic organoids cultured in our defined medium show a ductal-like phenotype. FACS-sorted epithelial cells were isolated as shown in Figures 3 and 4, plated in matrigel and cultured for 7–9 passages before being processed for RNA and immunohistochemistry analysis. (**A**) Organoids were stained with anti-pancytokeratin (CK), anti-PDX1, anti-mucin 1 (MUC1), anti-SOX9, anti-cytokeratin19 (CK19) and anti-MIC1-1C3 that revealed their duct-like phenotype. Cells were proliferating, as illustrated by anti-Ki67 and Edu immunostaining. Scale bars: 35 μm. (**B**) Hierarchical clustering analysis of genes differentially expressed among pancreatic organoid cultures, duct, acinar and islet pancreatic lineages. Unsupervised hierarchical clustering analysis shows that the pancreas organoid arrays cluster with the ductal array while the acinar and islet profiles clustered in a separate tree. (**C**) Heat map of two independent clonal pancreas organoid cultures performed after subtracting pancreas tissue expression levels. Representative organoid-, duct-, endocrine- and exocrine-specific genes are listed on the right. Red, upregulated; green, downregulated. (**D**, **E**) Gene set enrichment analysis (GSEA) revealed that pancreas organoid cultures express a significant amount of genes contained in signatures of adult duct cells and intestinal stem cells (Muñoz et al, 2012) (**D**), while they were not enriched in gene sets representing embryonic pancreas at E14.5 or E17.5 (Juhl et al, 2008) (**E**). (**F**) Quantitative PCR showing relative fold changes of *Pdx1, Sox9, Lgr5, Amy2* and *Ins* mRNA levels in partial duct ligated pancreas (CTRL) and cultured organoids at early (EP, passages 2–3) and late passages (LP, passages 7–9). *Cyclophillin A* was used to normalize for RNA input. Data represent mean±s.e.m. (*n*=2, independent cultures).

**Figure 6:**
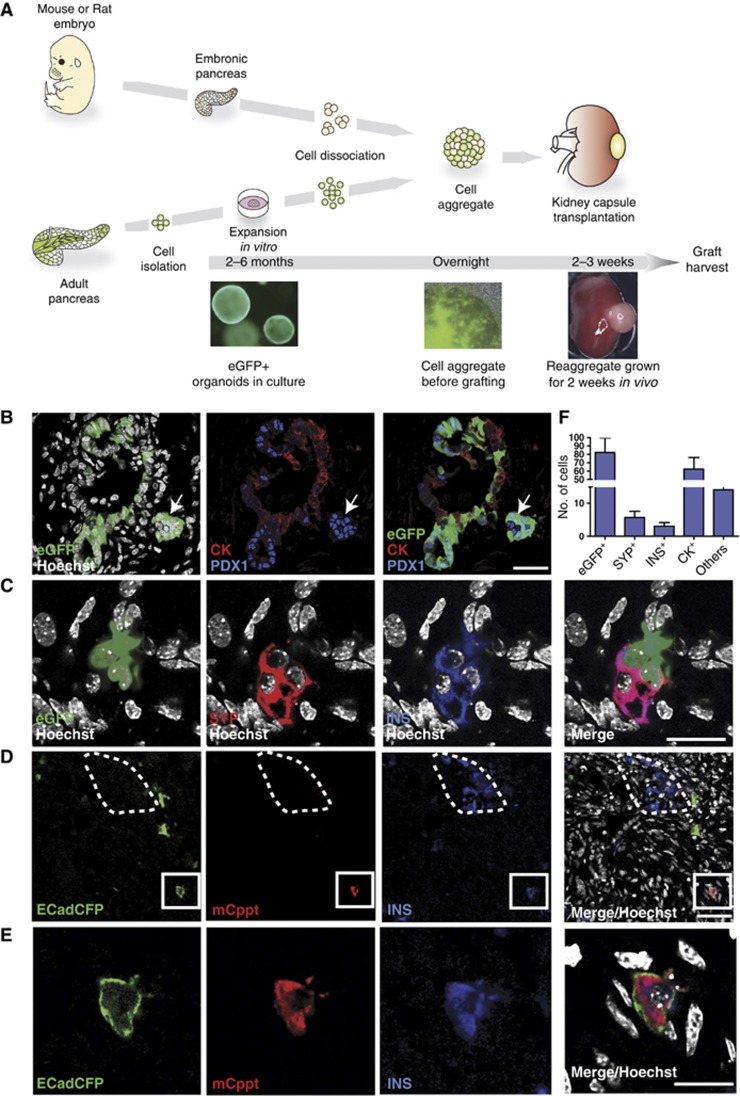
*In vitro* expanded organoids from single epithelial cells give rise to endocrine and duct cells when grafted *in vivo* in a developing pancreas. (**A**–**F**) Pancreas organoid cultures were derived from CAG^eGFP+^ mice or ECad^CFP+^ mice as described in Figure 3 and Supplementary Figure S3. The cultures were clonally expanded *in vitro* for 4–6 passages before dissociation into single cells. Dissociated eGFP^+^ or ECad^CFP+^ cells were re-aggregated with WT embryonic E13 mouse (**B**, **C**) or E14 rat (**D**, **E**) pancreas. The re-aggregates were kept on a filter membrane O/N and then grafted under the kidney capsule of nude mice. The grafts were harvested and analysed 2–3 weeks after. The re-aggregates consistently grew and gave rise to pancreatic tissue, as illustrated in Supplementary Figure S7A. (**A**) Schematic representation of the pancreatic morphogenetic assay. (**B**) Representative confocal microscopy image showing incorporation of eGFP^+^ cells (green) into pancytokeratin^+^ (CK, red) pancreatic duct structures; these eGFP^+^ cells also express low levels of PDX1 (blue). Other eGFP^+^ cells (white arrow) aggregated in islet-like structures near the ducts, downregulated CK and expressed high levels of PDX1 (blue). Scale bar: 35 μm. (**C**) Confocal microscopy demonstrates that cultured eGFP^+^ (green) cells differentiate into beta cells and express both synaptophysin (SYP, red) and insulin (INS, blue). Scale bar: 20 μm. (**D**) Confocal microscopy image illustrating mouse Insulin^+^ Cpeptide^+^ (INS^+^Cppt^+^) cells derived from ECad^CFP+^-grafted cells. Note that the INS^+^Cppt^+^ cells are incorporated into an embryonic rat pancreas, where rat INS^+^ cells are negative for mouse-specific Cppt staining (dotted line). Scale bar: 30 μm. (**E**) High magnification of an ECad^+^INS^+^Cppt^+^-grafted cell (**D**) that displays CFP membrane localization and cytoplasmic staining for INS and mouse Cppt. Scale bar: 20 μm. (**F**) Histogram showing the average quantification of differentiation of eGFP^+^ cells engrafted into each re-aggregate under the kidney capsule. Endocrine (SYP^+^), Insulin (INS^+^), duct cells (CK^+^); others: cells expressing neither duct nor endocrine markers. Average number/graft ±s.e.m. *n*=11 grafts from six independent cultures.

**Figure 7:**
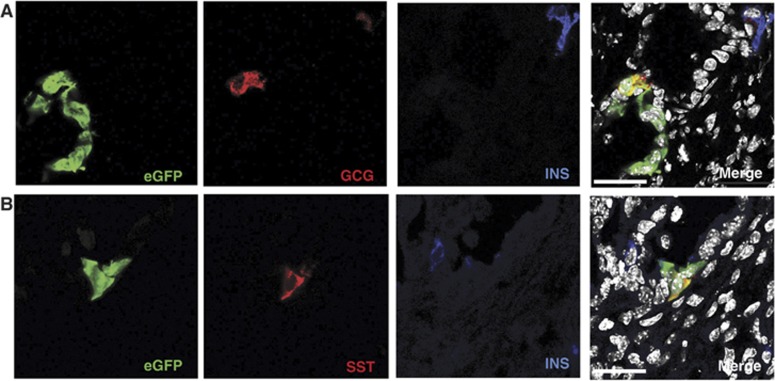
*In vitro* expanded organoids give rise to Glucagon (GCG) and Somatostatin (SST) mono-hormonal cells *in vivo*. Pancreas organoid cultures derived from sorted eGFP^+^ cells and expanded for at least 2 months in culture were grafted as described in Figure 6. Two weeks after transplantation, the kidney grafts were harvested and the grafted eGFP^+^ cells were evaluated for the expression of glucagon (GCG) and Somatostatin (SST). (**A**, **B**) Representative images illustrating that eGFP^+^ cells (green) differentiate towards GCG^+^ (**A**) or SST^+^ (**B**) cells *in vivo*. Note that both Gcg^+^ and SST^+^ cells do not express INS (insulin, blue), indicating that the organoid-derived eGFP^+^ cells have fully differentiated into mono-hormonal cells *in vivo*. Scale bars=20 μm.

# Supplementary material for: Unlimited in vitro expansion of adult bi-potent pancreas progenitors through the Lgr5/R-spondin axis
**Source:** EMBO J. 2013 Sep 17;32(20):2708–21. doi: 10.1038/emboj.2013.204
**Supplement:** Supplementary Information

### PDL-WT

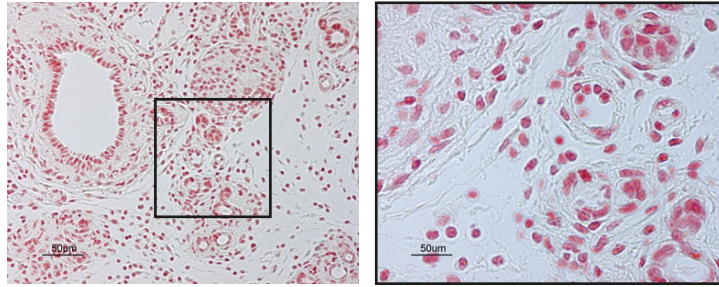

**Supplementary Figure 1: No unspecific staining was observed in WT mice after PDL.** Wild type (WT) littermate control mice (n=5) underwent PDL surgery as described in Figure 1. Tissues were harvested and processed for XGAL staining. Representative image of a WT pancreas (tail) stained for XGAL 14 days after PDL.

Supplementary FIGURE 1

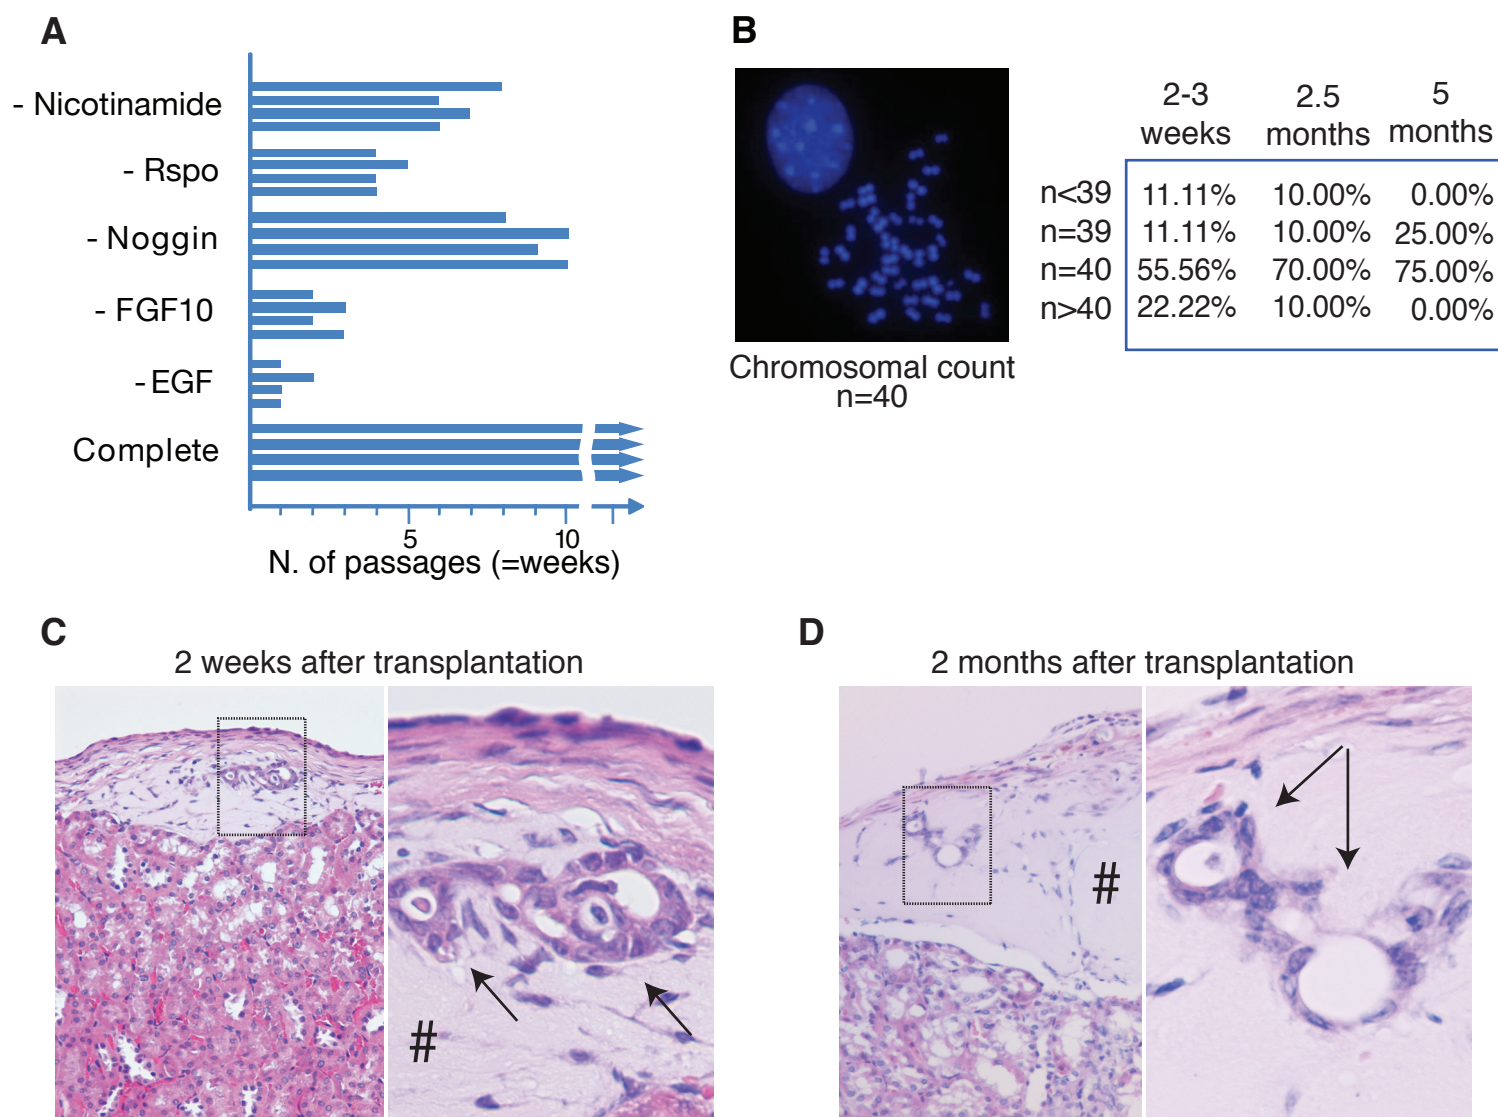

**Supplementary Figure 2: Pancreatic organoid cells do not show any sign of transformation after long-term culturing.** (A) Freshly isolated pancreatic duct derived organoids were cultured as described in Methods (complete) or in the absence of individual components, for the indicated time period. Each horizontal bar represents an independent experiment. Pancreatic organoids grow only when cultured with all the growth factors. (B) Genetic stability of the pancreas organoids cultured for long-term. Representative image of a chromosome spread illustrating a normal count (n=40) of a metaphase of a cell cultured for 175 days. The table illustrates the % of cells with chromosomal counts <39, =39, =40 and >40. (C-D) Representative H&E staining of a organoid-derived graft transplanted under the kidney capsule and harvested 2 weeks (C) and 2 months (D) later. Only ductal-like structures surrounded by ECM (extra cellular matrix) (#) are detected at both time points. No signs of transformation were observed in the transplanted ductal cells (arrows). # indicates the ECM formed around the engrafted pancreatic organoid derived cells.

Supplementary FIGURE 2

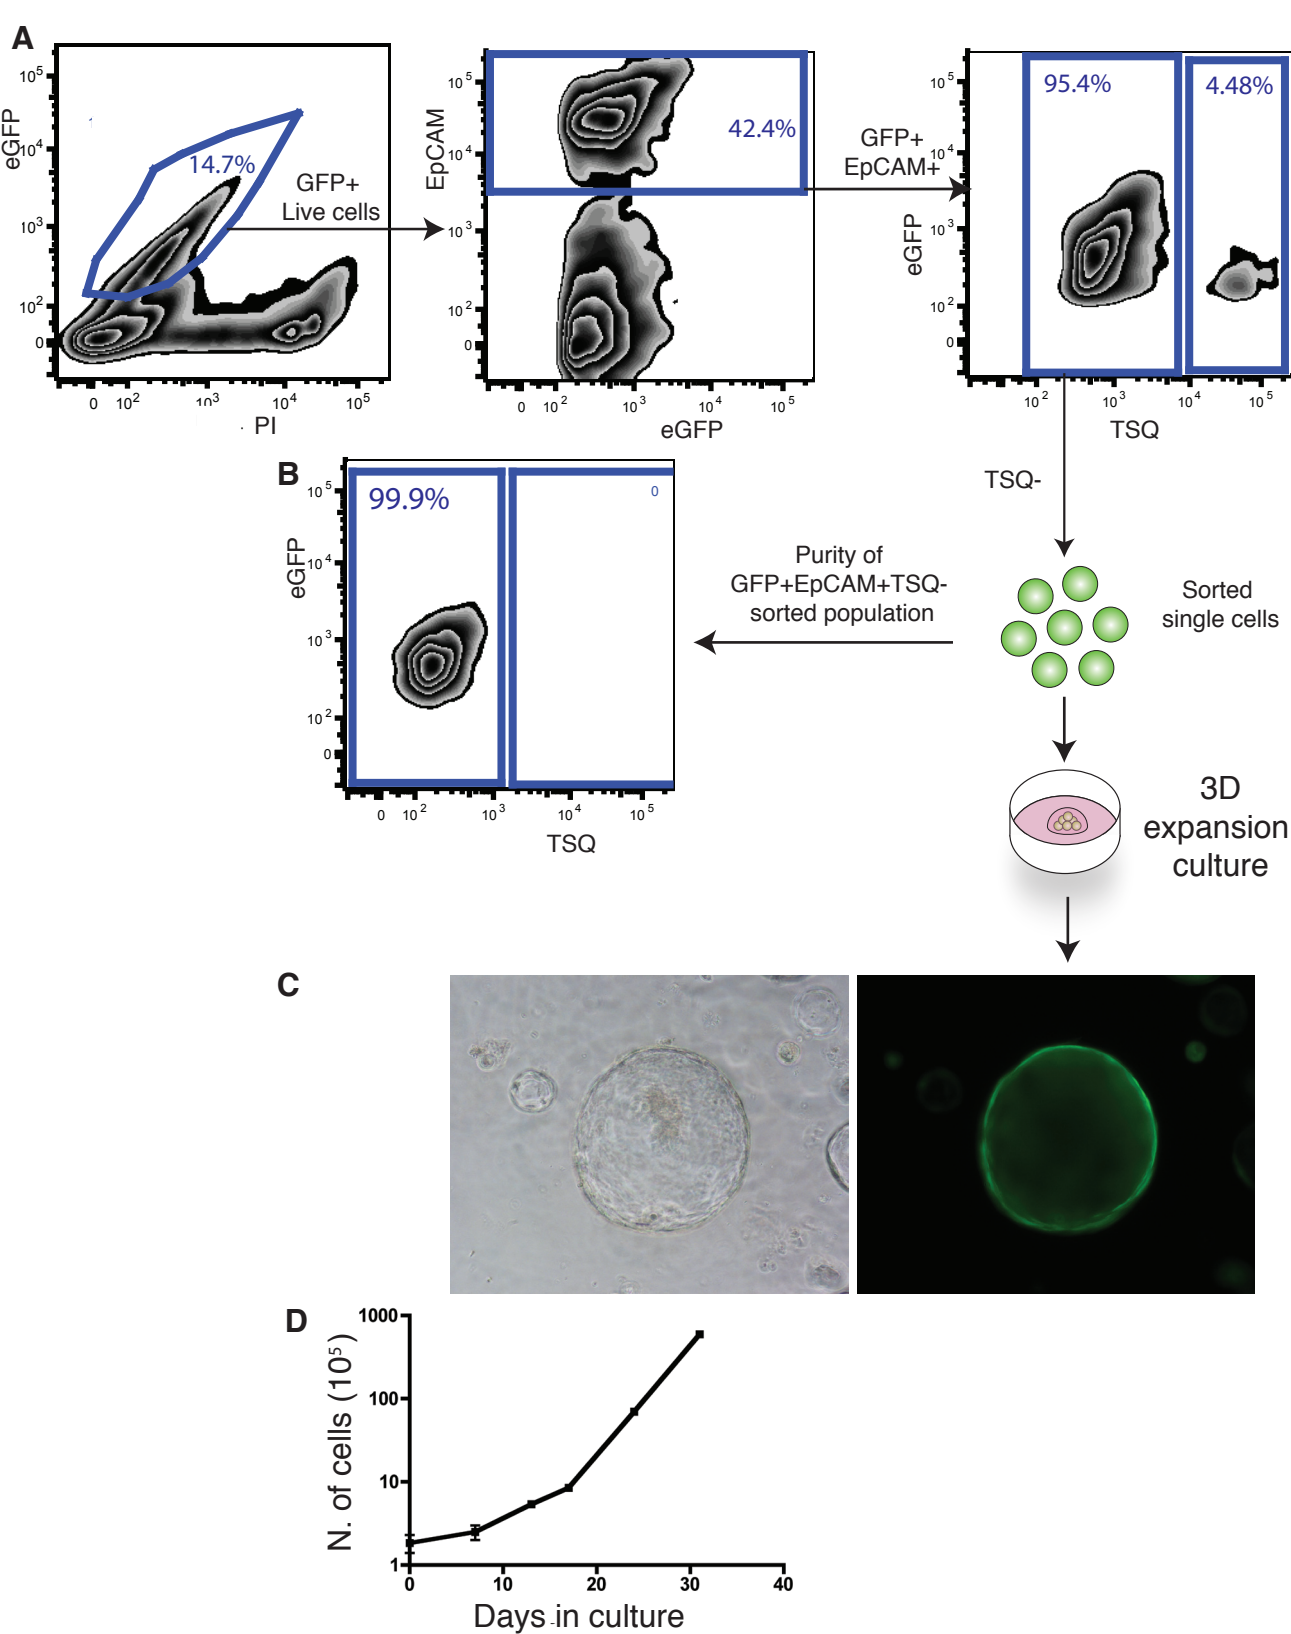

**Supplementary Figure 3: Isolation and *in vitro* expansion of endocrine-depleted pancreatic epithelial cells from eGFP transgenic mice.** (A) Fluorescence-activated cell sorting (FACS) plot illustrating the distribution of eGFP<sup>+</sup> live cells dissociated from an adult CAG<sup>eGFP</sup> mouse pancreas. eGFP<sup>+</sup> cells were sorted on the basis of EpCAM and TSQ expression. (B) EpCAM<sup>+</sup>TSQ<sup>-</sup> cells were checked for purity (>99.9%) and plated in 3D expansion conditions. (C) eGFP<sup>+</sup> cells gave rise to expanding organoids as from Lgr5<sup>LacZ</sup> and WT mouse pancreas cells. Magnification 10x. (D) Growth curve of pancreas organoids originated from EpCAM<sup>+</sup>TSQ<sup>-</sup> sorted single cells cultured in our defined medium. Graph showing the number of cells counted per well at each passage. The cultures were expanded and split approximately once a week. Data represents mean  $\pm$  S.E.M., n=2

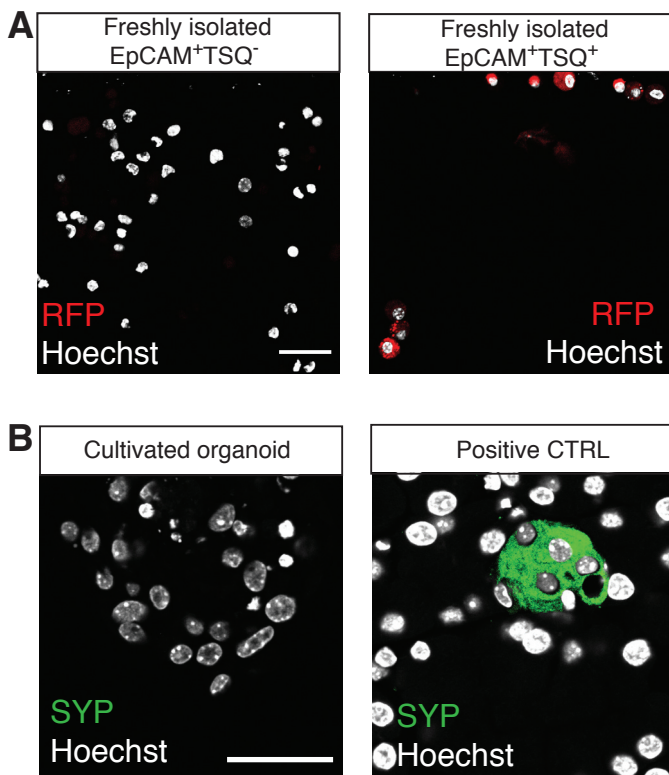

**Supplementary Figure 4: Endocrine markers are not expressed in freshly isolated  $\text{EpCAM}^+\text{TSQ}^-$  cells and in expanding organoids.**

**(A)**  $\text{EpCAM}^+\text{TSQ}^-$  and  $\text{EpCAM}^+\text{TSQ}^+$  sorted fractions from MipRFP mice were cytocentrifuged and direct RFP fluorescence was detected and imaged by confocal microscope (red); nuclei were counterstained with Hoechst 33342 (white). Scale bars = 20  $\mu\text{m}$ . **(B)** Immunohistochemistry demonstrating absence of expression of the endocrine marker synaptophysin in an organoid growing for 6 passages *in vitro* (SYP, green). Positive control, adult pancreas tissue (SYP, green). Nuclei are counterstained with Hoechst 33342, white. Scale bars = 20  $\mu\text{m}$ .

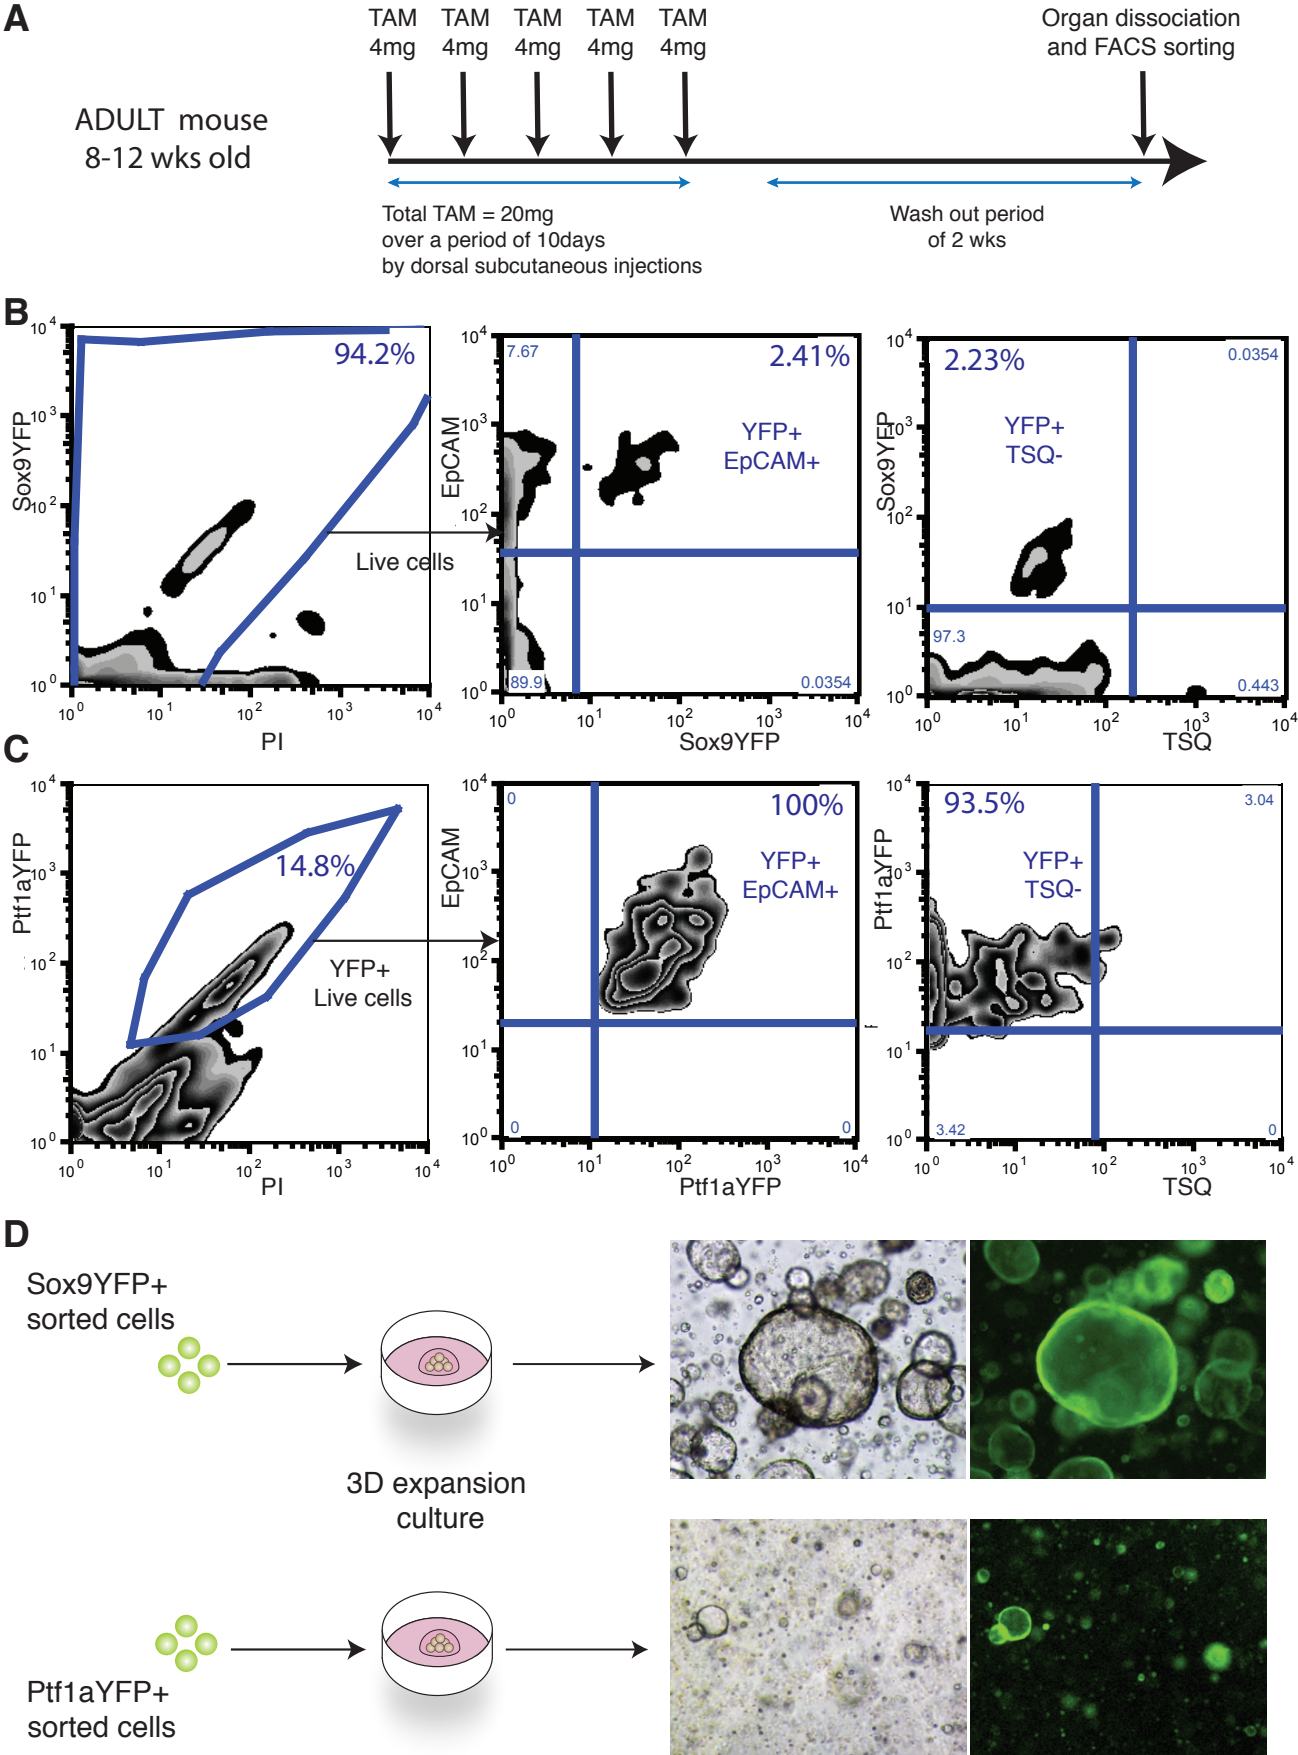

**Supplementary Figure 5: Isolation and *in vitro* expansion of single, endocrine-depleted Sox9<sup>+</sup> and Ptf1a<sup>+</sup> pancreatic epithelial cells.** (A) Schematic representation of Tamoxifen administration to Sox9<sup>CreER</sup>xR26<sup>fl/YFP</sup> and Ptf1a<sup>CreER</sup>xR26<sup>fl/YFP</sup> mice. Twenty milligrams of tamoxifen were injected subcutaneously over a period of 10 days. A wash out period of 2 weeks followed before pancreas harvesting and dissociation to single cells. (B-C) Fluorescence activated cell sorting (FACS) plot illustrating the distribution of YFP<sup>+</sup>EpCAM<sup>+</sup>TSQ<sup>-</sup> cells derived from either Sox9<sup>CreER</sup>xR26<sup>fl/YFP</sup> and Ptf1a<sup>CreER</sup>xR26<sup>fl/YFP</sup> mice. (D) Schematic representation of cultures of YFP<sup>+</sup> cells Sox9<sup>CreER</sup>xR26<sup>fl/YFP</sup> and Ptf1a<sup>CreER</sup>xR26<sup>fl/YFP</sup>. Images show that Sox9<sup>+</sup> cells give rise to large duct-like structures that can be expanded for several weeks, while Ptf1a<sup>+</sup> cells generate small duct-like structures that cannot be amplified for more than 3-4 passages. Magnification: 4x.

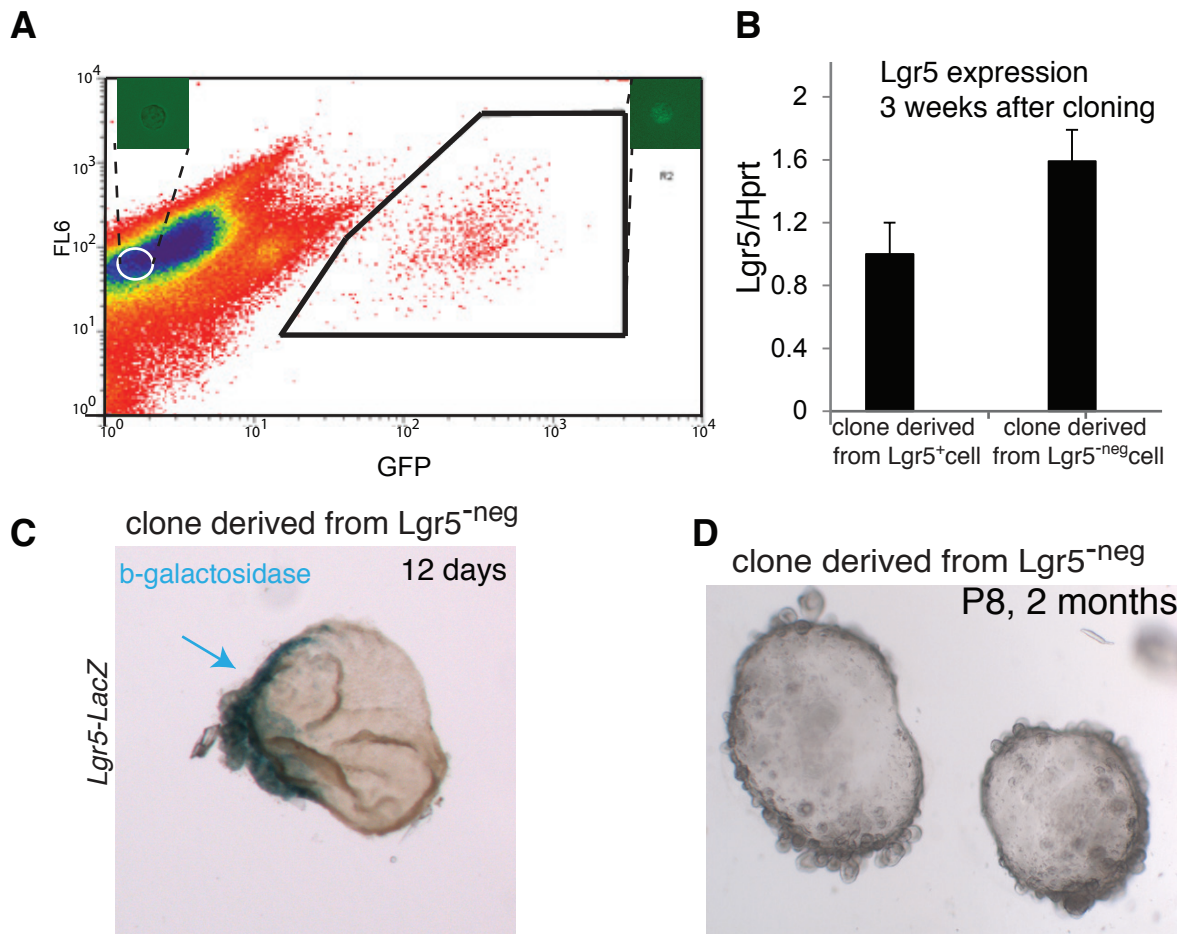

### Supplementary Figure 6 *Lgr5* negative clones re-express *Lgr5* after culturing

Pancreas organoids derived from *Lgr5*<sup>LacZ</sup> mice were grown for at least 2 weeks in culture before being processed for b-galactosidase FACS analysis as described in figure 4. **(A)** Representative fluorescence-activated cell sorting (FACS) plot illustrating the distribution of *Lgr5*<sup>+</sup> cells from dissociated *Lgr5*<sup>LacZ</sup> derived pancreas cultures stained with Detectagene Green CMFDG (to detect beta-galactosidase expression). Representative fluorescence images illustrate *Lgr5* negative (left panel) and *Lgr5* positive (right panel) cells after sorting. **(B-D)** Both, positive and negative *Lgr5* sorted populations were seeded in matrigel and cultured in our defined culture medium. The colony formation efficiency of the positive (*Lgr5*<sup>+</sup>) and negative (*Lgr5*<sup>-neg</sup>) fractions is illustrated in Figure 4 (16.03%, *Lgr5*<sup>+</sup> vs 1.6%, *Lgr5*<sup>-neg</sup>). *Lgr5* expression was determined in clones started from both *Lgr5*<sup>+</sup> and *Lgr5*<sup>-neg</sup> fractions at 12 days **(C)** and 3 weeks **(B)** after seeding. **(B)** Quantitative PCR showing relative fold change of *Lgr5* expression normalized by *Hprt* in organoids derived from *Lgr5* positive (*Lgr5*<sup>+</sup>) and negative (*Lgr5*<sup>-neg</sup>) single cell derived clones. At 3 weeks after seeding *Lgr5* clones derived from the *Lgr5*<sup>-neg</sup> population re-expressed *Lgr5* at the same level as the *Lgr5*<sup>+</sup> derived clones. Data represents mean  $\pm$  S.E.M (n=2, independent cultures). **(C)** Representative DIC image of an Xgal stained organoid derived from a clone established from the *Lgr5* negative fraction. B-galactosidase (blue) staining indicates that *Lgr5* expression is re-activated as early as 12 days after seeding. Magnification 4x. **(D)** Clones started from the negative fraction were serially passaged for at least 2 months in a 1:4 split ratio. Magnification 4x.

Supplementary FIGURE 6

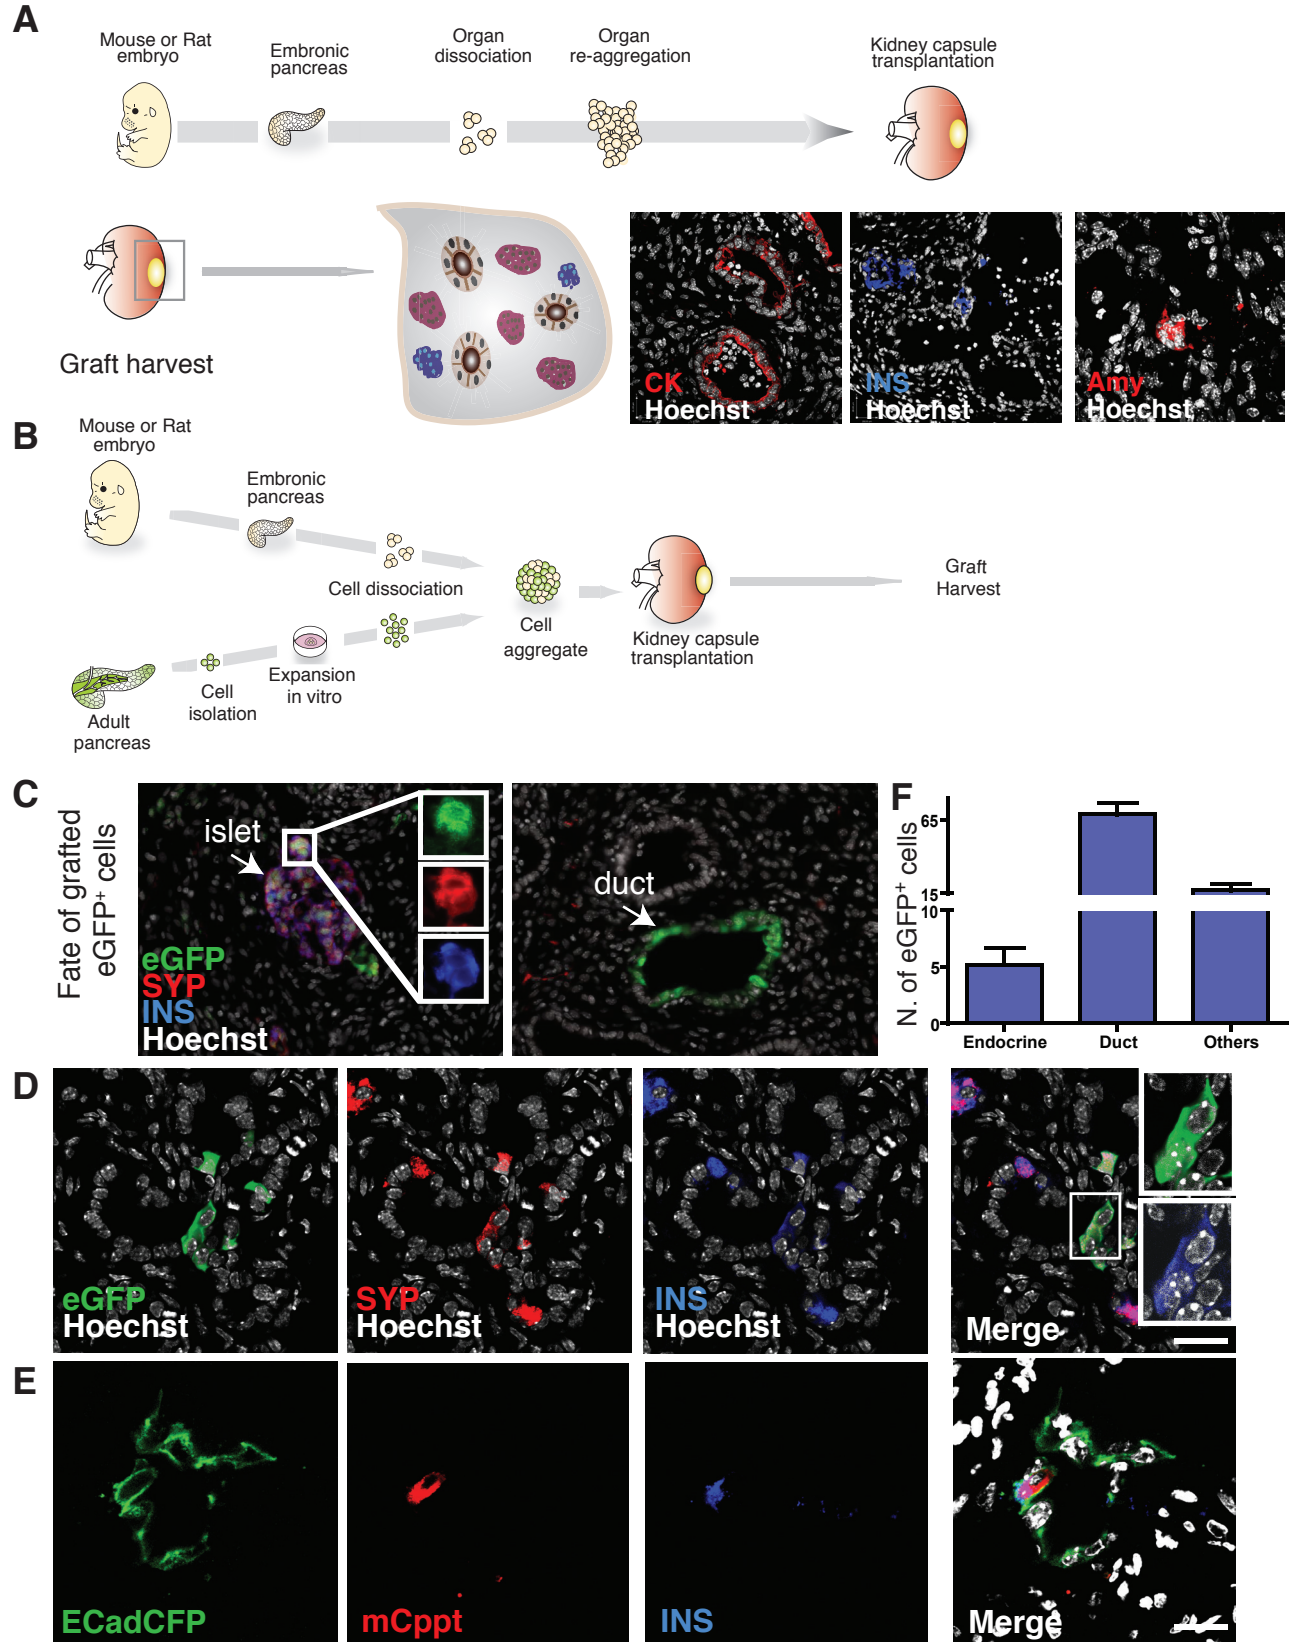

**Supplementary Figure 7: *In vivo* morphogenetic assay for the pancreas.** The developing organ facilitates the incorporation and differentiation of adult cultured pancreas organoid cells. **(A)** Pancreatic morphogenetic assay: embryonic mouse (E13) or rat (E14) pancreata are dissociated and then re-aggregated and grafted under the kidney capsule of nude mice. In the following 2 - 3 weeks time window the organ develops into all the 3 pancreatic lineages: duct cells ( $CK^+$ , red), endocrine cells ( $INS^+$ , blue) and acinar cells ( $AMY^+$ , red). Nuclei are counterstained with Hoechst (white). **(B)** Schematic representation of the morphogenetic assay where the embryonic pancreas is mixed with cultured organoid cells derived from either  $CAG^{eGFP+}$  or  $ECad^{CFP}$  mice. Kidney capsule grafts were harvested and further processed for cryosection and immunohistochemistry. **(C)**  $eGFP^+$  cells (green) were incorporated into both, duct (right panel) and endocrine (left panel) structures. Insets show higher magnification of  $eGFP^+$  endocrine cells co-expressing both insulin ( $INS$ , blue) and synaptophysin ( $SYP$ , red) endocrine markers. **(D)**  $eGFP^+$  cells derived from the cultured organoids differentiated into endocrine cells co-expressing both  $INS$  (blue) and  $SYP$  (red) endocrine markers. Insets show high magnifications of  $eGFP^+INS^+$  cells. Magnifications: 20x. **(E)**  $ECad^{CFP+}$  mouse derived pancreas cultures were re-aggregated and grafted with rat embryonic pancreas (E14) as described. Representative confocal image of  $INS^+$  (blue), mouse  $Cppt^+$  (red) and  $ECad^{CFP+}$  mouse cells. All nuclei were counterstained with Hoechst 33342 (white, **C-E**). **(F)** Histogram showing the percentage  $\pm$  S.E.M of endocrine ( $SYP^+$ ), duct cells ( $CK^+$ ) and other cell types (others) detected by double immuno-fluorescence in 11 grafts from 6 independent cultures.

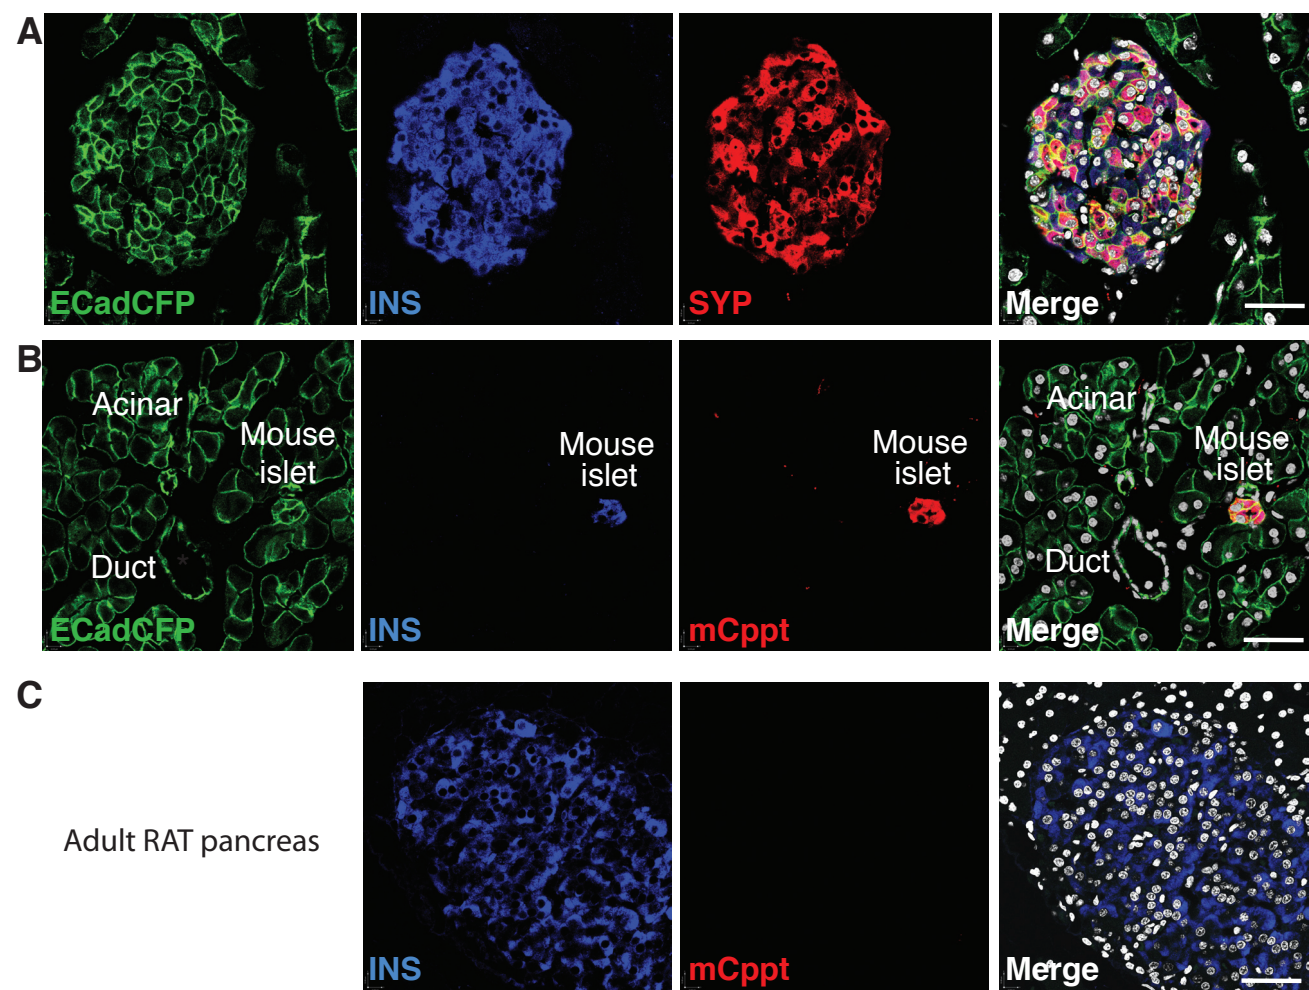

**Supplementary Figure 8: Characterization of ECad<sup>CFP</sup> mouse pancreas and assessment of mouse specificity of anti-Cppt antibody.** (A) Confocal microscopy images illustrating the membrane localization of CFP (green) in the adult mouse pancreas of ECad<sup>CFP</sup> mice. Note that Endocrine INS<sup>+</sup> (blue) and SYP<sup>+</sup> (red) cells are all positive for CFP. Scale bar: 35µm (B) INS<sup>+</sup> (blue) cells of the adult mouse pancreas stain positive for the mouse specific anti-Cppt while INS<sup>+</sup> (blue) cells of the adult rat pancreas (C) are negative for the mouse Cppt staining, demonstrating species-specificity of the anti-Cppt antibody. Scale bar: 35µm (B) and scale bar: 40µm (C).

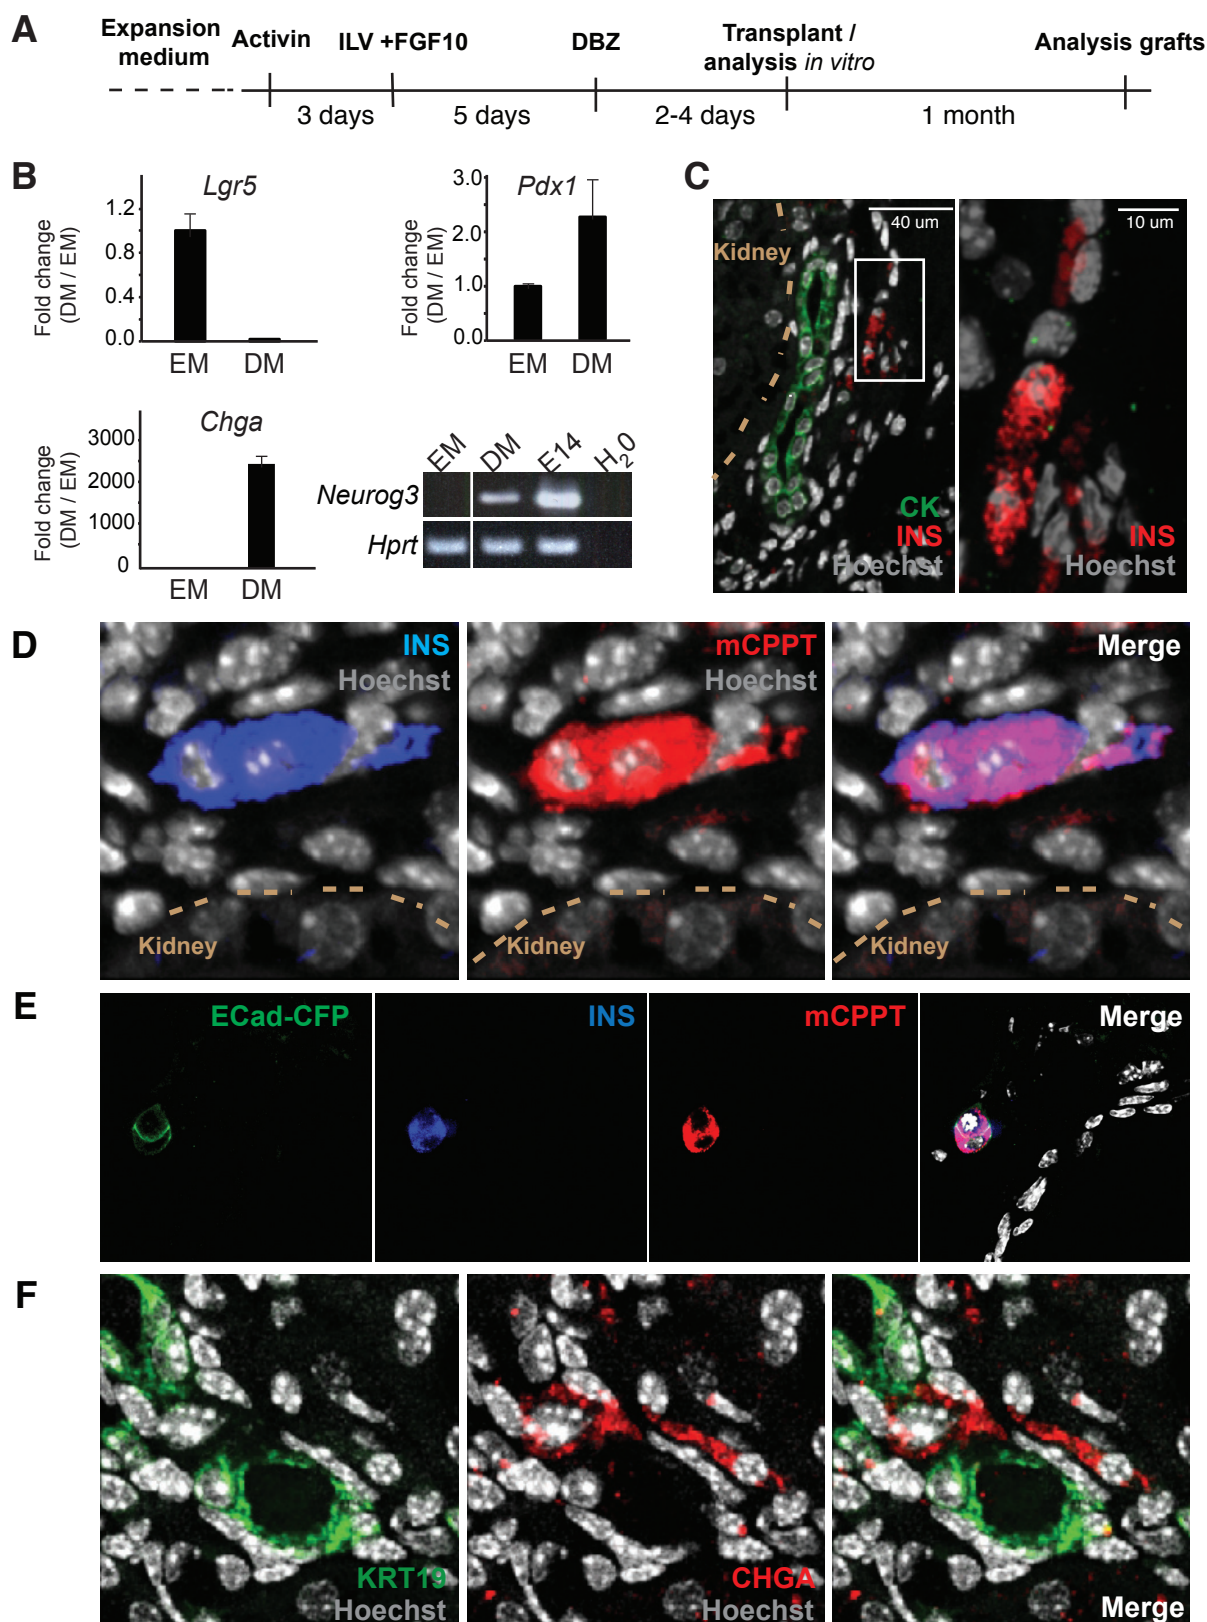

### Supplementary Figure 9 Direct transplantation of pancreas organoid cultures into the kidney capsule of nude mice

(A) Differentiation protocol used to “prime” the organoids to an endocrine fate prior to transplantation. The detailed protocol is described in Material and Methods. ILV, indolactam-V; FGF10, fibroblast growth factor 10. (B) Quantitative PCR showing relative fold changes of *Lgr5*, *Pdx1* and *Chga* mRNA levels in pancreas organoids cultured in our defined expansion medium (EM) or after being treated with the differentiation protocol (DM) as described in (A). Results were normalized to *Hprt*. Results are expressed as mean  $\pm$  SEM of 2 independent experiments. *Neurog3* was detected by semi-quantitative RT-PCR. *Hprt* was used as internal reference. Embryonic E14 pancreas RNA was used as + control. Two independent experiments were performed. Representative image is shown. (C-F) Organoids derived from Bl6 mouse (C-D, F) or ECad<sup>CFP</sup> mouse (E) expanded for at least 2 months in culture were differentiated as described in (A), and transplanted directly into the kidney capsule of nude mice. One month after transplantation, the kidneys were collected and the grafts analyzed for the presence of duct and endocrine cells from the donor organoid cells. (C) Pancreas organoids readily generated duct-like structures, as detected by CK (pan-cytokeratin, green) staining. Some cells delaminated from the ducts and differentiated towards endocrine, INS (insulin, red) positive, cells. (D) Representative confocal image of organoid derived cells expressing both INS (blue) and mCPPT (mouse specific C-peptide, red) in a 1 month-old graft. (E) Representative confocal image of transplanted ECad<sup>CFP</sup> positive cells co-expressing INS (blue) and mCPPT (red). (F) KRT19 (keratin 19, green) duct-like structures surrounded by endocrine committed cells expressing CHGA (Chromogranin A, red) were detected 1 month after transplantation. Representative confocal image is shown. In all cases, Nuclei were stained with Hoechst. Magnifications 40x (E) and 63x (D,F).

**SUPPLEMENTARY TABLE I**

| <b>Antibody</b>       | <b>Antibody clone/<br/>reference</b> | <b>Raised</b>    | <b>Dilution</b> | <b>Origin</b>            |
|-----------------------|--------------------------------------|------------------|-----------------|--------------------------|
|                       |                                      |                  |                 |                          |
| PanCytokeratin (PCK)  | Z0622                                | rabbit           | 1:500           | Dako                     |
| Insulin <sup>1</sup>  | 046K4853                             | mouse            | 1:8000          | Sigma                    |
| Pdx1                  | polyclonal                           | Guinea Pig       | 1:10.000        | BCBC (C. Wright)         |
| Ki67                  | Clone TEC-3 / M7249                  | Rat (IgG2a)      | 1:1000          | Dako                     |
| Sox9                  | AB5535                               | rabbit           | 1:600           | Millipore                |
| MIC1-1C3              | NBP1-18961C                          | rat (IgG2a)      | 1:200           | Novus biological         |
| Mucin-1               | Clone Ab-5                           | Armenian hamster | 1:100           | Thermo Scientific        |
| a-Amylase             | Polyclonal / A8273                   | Rabbit           | 1:500           | Sigma                    |
| Krt19 <sup>2</sup>    | M 0888                               | Mouse IgG1       | 1:20            | Dako                     |
| Chromogranin A (ChrA) | Sc1488 (C-20)                        | Goat             | 1:100           | Santa Cruz               |
| Synaptophysin         | Polyclonal / Z66                     | Rabbit           | 1:500           | Invitrogen               |
| EpCAM -APC            | Clone G8.8 / 17-5791                 | Rat IgG2a        | 1:350           | eBiosciences             |
| Insulin               | AB3440                               | Guinea Pig       | 1:250           | Millipore                |
| Mouse C-peptide       | Polyclonal/ AB1044                   | Rabbit           | 1:1500          | BCBC                     |
| Glucagon              | Polyclonal                           | Rabbit           | 1:3000          | Diabetes Reaserch Center |
| Somatostatin          | SKU# 18-0078                         | Rabbit           | 1:1000          | Invitrogen               |
| Krt19 <sup>3</sup>    | Troma III                            | rat              | 1:200           | Hybridoma bank           |

<sup>1</sup> Used in paraffin sections (Figure 1)

<sup>2</sup> Used in figure 5

<sup>3</sup> Used in supplementary fig 9

**SUPPLEMENTARY TABLE II**

| Gene name                                                   | Gene Symbol    | Sequence primers used in Fig1 and Suppl. Fig 9                   | PCR product (bp) |
|-------------------------------------------------------------|----------------|------------------------------------------------------------------|------------------|
| SRY-box containing gene 9                                   | <i>Sox9</i>    | fw CTCCTAATGCTATCTTCAAG<br>rv GCTTCAGATCAACTTTGC                 | 200              |
| Pancreatic and duodenal homeobox 1                          | <i>Pdx1</i>    | fw CCCGGACCTTTCCCGAATGG<br>rv CTCGGGTTCCGCTGTGTAAGC              | 144              |
| Neurogenin 3                                                | <i>Neurog3</i> | fw CGCACCATGGCGCCTCATCCCTTGG<br>rv CAGAGGATCCTCTTCACAAGAAGTCTGAG | 664              |
| Chromogranin A                                              | <i>Chga</i>    | fw CTCGTCCACTCTTTCCGCAC<br>rv CTGGGTTTGGACAGCGAGTC               | 176              |
| Leucine-rich repeat-containing G-protein coupled receptor 5 | <i>Lgr5</i>    | fw GGAAATGCTTTGACACACATTC<br>rv GGAAGTCATCAAGGTTATTATAA          | 450              |
| Axin 2                                                      | <i>Axin2</i>   | fw TGTCCAGCAAAACTCTTC<br>rv CTTCTCTTGAAGGACCTGA                  | 120              |
| Insulin 2                                                   | <i>Ins2</i>    | fw CCATCAGCAAGCAGGAAG<br>rv GGGTGTGTAGAAGAAGCC                   | 188              |
| Hypoxanthine phosphoribosyltransferase                      | <i>Hprt</i>    | fw AAGTTTGTTGTTGGATATGC<br>rv CATCTTAGGCTTTGTATTTGG              | 106              |

| Gene name                                                   | Gene Symbol   | Primers and probe sets used in qPCR – IDT (Figure 5)                                                                                                |
|-------------------------------------------------------------|---------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Leucine-rich repeat-containing G-protein coupled receptor 5 | <i>Lgr5</i>   | Probe: 5'-/56-FAM/TGAGAAGCC/ZEN/TTCAATCCCTGCGC/3IABkFQ/-3'<br>Primer fw: 5'-ACGTAGCTGATGTGGTTGG-3'<br>Primer rv: 5'-GCCTCAAAGTGCTTATGCTG-3'         |
| pancreatic and duodenal homeobox 1                          | <i>Pdx1</i>   | Probe: 5'-/56-FAM/AGGAGGTGC/ZEN/TTACACAGCGGAAC/3IABkFQ/-3'<br>Primer fw: 5'-GCAGTACGGGTCCTCTTGT-3'<br>Primer rv: 5'-GATGAAATCCACCAAAGCTCAC-3'       |
| SRY-box containing gene 9                                   | <i>Sox9</i>   | Probe: 5'-/56-FAM/CCCTGAGAT/ZEN/TGCCCAGAGTGCTC/3IABkFQ/-3'<br>Primer fw: 5'-CTCGCTTCAGATCAACTTTGC-3'<br>Primer rv: 5'-ACTCCCCACATTCCTCCT-3'         |
| Amylase 2a5                                                 | <i>Amy2a5</i> | Probe: 5'-/56-FAM/ACTGGCCTT/ZEN/CTGGATCTTGCACTT/3IABkFQ/-3'<br>Primer fw: 5'-ACTCTGCTTGGGACTTTAACG-3'<br>Primer rv: 5'-CACCTTGGTACGAACATAATCTTTC-3' |
| Insulin I                                                   | <i>Ins1</i>   | Probe: 5'-/56-FAM/CATCCAGTA/ZEN/ACCCCCAGCCCTTAG/3IABkFQ/-3'<br>Primer fw: 5'-GCCATGTTGAAACAATGACCTG-3'<br>Primer rv: 5'-GCCAAACAGCAAAGTCCAG-3'      |
| Cyclophilin A                                               | <i>CyA</i>    | Probe: 5'-/5TET/TCCGTA/ZEN/GGACCTGCCGC/3IABkFQ/-3'<br>Primer fw: 5'-TTCCAGGATTCATGTGCCAG-3'<br>Primer rv: 5'-CTGGGAACCGTTTGTGTTTG-3'                |

How the deposited data were processed for this re-analysis (not part of the article)

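Gene expression was measured on 10 Agilent whole mouse genome arrays with 2 dyes, 1 array per sample and no pooling: 3 pancreas organoid cultures, 2 samples of Sox9-YFP sorted duct cells, 3 of islets, 1 of acinar cells and 1 of whole pancreas, from mice of at least 8 weeks. Every sample was mapped to its condition from the deposited labels. The sample was labelled with Cy3 and the reference RNA with Cy5 on every array, so that a dye effect that is specific to a probe is the same on all arrays and cancels between them only as far as the signals are alike. The scans and slides were read from the array files and are named scan 1 and 2 and slide 1 to 4.

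The authors took the signals with Feature Extraction, whose version is 10.5.1.1 in the deposited array files and another one in the Methods. The deposited array files give for each spot the median intensity of the spot and of its local background in each channel (unit, intensity, not normalized), the processed intensity of each channel after background subtraction, spatial detrending and dye normalization by the software, and the log10 ratio of reference over sample computed from the processed intensities. The deposited table of values gives log2 of sample over reference. Its values are the authors' log10 ratios with the sign turned and the base changed (r of at least 0.9999 on each array, 99.6% to 100% of values within 0.01), with 9552 to 24940 features filled per array, and the filter behind the blanks is not given in the sources used here. The array files hold no mean signal, so the medians were used where means had been planned. In the Feature Extraction ratios, between 7152 and 12593 features per array are exactly 0 and the largest log2 value on the duct, acinar and pancreas arrays is 13.29, so ratios at these values are limits of the software and not measurements.

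Before the data were examined, the samples, comparisons, tests, named genes and a first set of alternatives were fixed. The recomputed ratios were made in R 4.3.3 with limma 3.58.1: normexp with an offset of 50 on the median intensity and its local background, loess on each array with control spots at weight 0, sign turned to log2 of sample over reference, spots marked by the software as non-uniform or population outliers left out, and spots of the same probe averaged (245 of 41174 probes have more than 1 spot). No normalization between arrays was applied. No spot was marked as saturated (0 on each array). A probe was kept where the software marked it well above background in the sample channel on every array of at least 1 group, which left 26363 probes. Of these arrays' 32736 sequence accessions, 19374 were found in the reference table (GRCm38.p6, used for names only), which named 27479 probes. The tables of the paper named a further 214. The probes kept stand for 14899 genes, and a gene is represented by its probe with the highest mean intensity over all arrays.

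The depth of an array was read as its signal over background. Between 39.7% (pancreas) and 62.7% (islet 1) of probes were well above background in the sample channel, and the organoid arrays had 53.8%, 53.4% and 57.4%. The normexp fit gave background spreads on the arrays of scan 1 that were far wider than those of the 153 negative control spots. In the sample channel the fitted SD was 2320 on the pancreas array, 254 on the acinar array, 184 on islet 3, and 49.2 and 67.4 on organoids 1 and 2, against 1.21 to 14.2 on the arrays of scan 2. The fixed design kept normexp as the first choice, so its ratios are reported first and the Feature Extraction ratios, an alternative from the fixed set, stand beside them at the main comparisons with the pancreas. On the pancreas array normexp also raised the ratios of the brightest genes. A background from the negative control spots was added after seeing the data.

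Islets 1 and 2 differed by less than 1.5 times the difference between replicate spots, the limit fixed in advance. They were averaged as 1 replicate, although the labels call them biological replicates. One linear model with 5 groups was fitted to the 9 resulting columns by limma (lmFit and eBayes, 4 residual degrees of freedom) with Benjamini-Hochberg adjustment over all probes kept. A call needs an adjusted p under 0.05 and a difference of at least 2-fold. The lone acinar and pancreas arrays have no spread of their own and are assumed to vary like the other groups. All p-values are two-sided. The paper names a Mann-Whitney test, means and s.e.m. for its data in general. For the arrays it names GSEA for gene sets and no test for single genes. With at most 3 replicates a rank test cannot pass the threshold, so none was used. The number of arrays limits the precision.

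Where a gene is well above background on no array of a group, its fold is given as a bound, the smaller of the fold from the sample channel (loess and quantile scaled, with the dim arrays raised to the lowest level at which a probe was well above background there) and the fold from the ratios to the reference treated in the same way. The log2 fold changes that the fit gives for such genes are no bounds, nor are the medians of lists that hold them. Clustering used average linkage on 1 minus Pearson's r after subtraction of the pancreas array. Because every sample shares that array, 100 data sets with unchanged groups were simulated from the mean of each probe with noise of its fitted SD.

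The duct set was tested by its median, by camera with an inter-gene correlation of 0.01, by fry, which estimates the correlation from the data, and by its percentile among 10000 random lists drawn from 20 bins of intensity. Marker lists were written down from general knowledge before the test: acinar, endocrine, duct, early response, endothelial, immune, mesenchyme, skeletal muscle, adipose, proliferation, Wnt target, intestinal stem, pancreas progenitor, stomach, intestine, liver and Y-linked genes, and *Xist*.

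The genes named are each gene that the paper names for the arrays or for the organoids in the same section (24 genes), and for organoids against pancreas and against duct cells the 5 genes with the largest difference in each direction among those called, well above background on every array of both groups and on the same side in every organoid. The values of many of them had been seen in the paper's tables, of which 1995 of 2455 and 1898 of 3874 entries were held. The result of 1 of the 24 genes is not reported here. The gene sets of the paper and its embryonic gene sets were not used here.

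The averaging of arrays, the fit and the calls were tested on simulated ratios, without background correction or loess. In 10 data sets of 26363 probes with 200 changed ones, changes of 1, 2 and 4 on the log2 scale were recovered for 0.597%, 43.1% and 94.1% of probes in organoids against pancreas, 5.52%, 67.6% and 96.7% against duct cells and 8.06%, 69.6% and 97.1% against islets. These shares take no account of the compression of the pancreas array after normexp. On average 5, 6.4 and 7.3 unchanged probes were called. None was called in the wrong direction (0 of the changed probes). Of 100 unchanged sets of 200 genes, camera put 0 and fry 5 under 0.05. The simulated noise was independent between genes, so this says nothing about the correlation that camera was given.

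The alternatives tried were the Feature Extraction ratios, the deposited table of values, an offset of 0, no background subtraction, median centring in place of loess, scale normalization between arrays, the sample channel alone, no filter or a filter on every array, the mean of all probes of a gene, slide as a random and as a fixed block, a replicate block, the compared groups alone, organoids 1 and 2 alone, each replicate left out, islets 1 and 2 as 2 replicates, other cutoffs, other probe selections, distances and linkages, and other definitions of the duct set. The background from negative control spots, scan as a fixed block, each scan alone, the Feature Extraction ratios with scan as a fixed block, and clustering over the probes of the table of the paper were added after seeing the data.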

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

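The explanations for the islet arrays, for *Lgr5* in the organoids, for the early response genes and for the grouping of organoids and islets were written down with their predictions before the data were seen. Those for the pancreas ratios, for acinar, endocrine, muscle and fat transcripts, for the sex of the mice and for the clustering were chosen only after the result was seen.

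The 14 acinar genes had, in the Feature Extraction ratios, a median log2 ratio to the reference of 7.53 and 7.94 on the duct arrays, 7.98 on the acinar array and 8.31 on the pancreas array, against 0.00, 0.03 and 0.23 in the organoids. RNA from acinar cells in the duct samples was tested as a cause, for which every abundant acinar gene should be well above background and shifted alike. All 14 genes were well above background on the duct arrays, and they lay below the acinar array by a median of −0.53 (range −1.28 to 0.96). The 5 brightest, *Amy2a5*, *Cpb1*, *Ctrb1*, *Cela2a* and *Cela1*, lay within −0.79 to −0.12 in these ratios. Of them only *Cpb1* is at the largest value of the software on the acinar array (13.29), so its own shift is a limit. The median on the islet arrays was −3.04. On the duct arrays the 5 brightest lay within −2.12 to 1.16 in the recomputed ratios (median −0.40 over the list, range −2.12 to 3.00). They lay within −2.61 to −0.23 with the background from the negative control spots (median −0.70 over the list, range −2.61 to 0.86). Acinar RNA in the duct samples and expression of these genes by the labelled cells themselves cannot be told apart, because the shift of the brightest genes depends on the background. Either way the sorted duct samples are not free of acinar transcripts, which limits the comparisons of organoids with duct cells and the duct set.

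The 17 endocrine genes had medians of 6.03 and 6.05 on the duct arrays, 5.28 on the acinar array, 5.85 on the pancreas array and 7.44, 6.10 and 6.20 on islets 3, 1 and 2. RNA from islet cells was tested as a cause in the same way. Of the 17 genes 13 were well above background on the duct arrays, and they lay below the islets by a median of −0.53, but with a range of −7.14 to 1.13. The 5 brightest, *Ins2*, *Ins1*, *Chga*, *Ppy* and *Gcg*, lay within −0.33 to 1.13. On the acinar array 12 of 17 were well above background, with the brightest at −1.25 to 0.79. In the recomputed ratios the median on the duct arrays was −2.45, with the brightest at −0.24 to 1.14, and the brightest on the acinar array lay at −5.21 to −0.30. With the background from the negative control spots the median on the duct arrays was −2.47. The shift was alike for the bright genes and not over the list, so the test does not decide.

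The 22 early response genes had medians of 3.08 and 3.23 on the duct arrays, −1.03 on the acinar array, −1.01 on the pancreas array and −0.61, −0.86 and −0.49 in the organoids. Dissociation and sorting of the duct cells was the explanation. In the recomputed ratios the list was lower in organoids than in duct cells by a median of −3.16 (camera 1.09e-12, fry 3.19e-06), and within scan 2 by −3.15. It was −3.34 in the Feature Extraction ratios. This is in line with a response to the preparation of the duct cells. The acinar cells and islets were dissociated too. The list had medians of −0.20, 0.01 and −0.02 on islets 3, 1 and 2, above the pancreas and well below the duct arrays. On the acinar array it lay above the pancreas by a median of 0.22 in the Feature Extraction ratios (camera 0.0719, fry 0.000625) and below it by −0.38 in the recomputed ones (camera 0.00573, fry 0.0427). Sorting, the length of the preparation and the labelled cells themselves were not separated, and each may add to the rise.

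The 9 skeletal muscle genes had a median of 5.96 on the pancreas array and −1.95 to −0.44 on the others, and 9 of 9 were well above background there. This suggests muscle taken with the pancreas. The 6 adipose genes had a median of 3.50 on the pancreas array, with 5 of 6 well above background, and of 2.43 and 2.07 on the duct arrays, which is consistent with fat taken with the tissue. Transcripts lower in organoids than in the pancreas may thus be those of muscle or fat, and not of pancreas cells.

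The 2 Y-linked genes had a median of 1.71 on the array of organoid 1 and of −5.67 and −5.76 on those of organoids 2 and 3. Mice of different sex were tested as the cause with *Xist*. It was at most −5.92 on the 4 arrays with the Y-linked signal (organoid 1, acinar, islet 3 and pancreas) and at least −0.32 on the 6 without, a gap of 5.60. This is consistent with male mice for these 4 samples and with female mice or mixtures for the others. Sex therefore differs among the organoids, among the islets, and between the pancreas and duct samples.

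The arrays of islets 1 and 2 differed by 1.04 times the difference between replicate spots (r 0.991), and by 1.14 times in the Feature Extraction ratios. This would be so if 1 RNA was hybridised to both arrays. The labels call all islet arrays biological replicates, which speaks against it. Averaging these 2 arrays thus goes against the labels, and the question stays open.

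The ratios of the pancreas array were close to 0 in the recomputed values (median size 0.01). A background spread fitted too wide by normexp was tested as the cause. With the background from the negative control spots the median size was 0.36, while that of duct 1 went only from 0.40 to 0.42, which is consistent with this cause. A scan-wide dimness of the pancreas array was not separated from it.

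*Lgr5* was lower in organoids 1 and 2 than in organoid 3 by −2.09 in the recomputed ratios and by −1.17 with the background from the negative control spots, and higher by 1.06 in the Feature Extraction ratios. Loss of 1 *Lgr5* allele to LacZ in organoids 1 and 2 would give a difference near −1. The other 14 Wnt target genes had medians of −0.25, −0.02 and −0.16 under the same corrections. The sign depends on the background, and organoid 3 was in the other scan, so the test does not decide.

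Of the 10 splits of the organoid and islet arrays into groups of 3, 1 gave calls, the real split, with 3181. Here islets 1 and 2 count as separate arrays. With them averaged and only these groups in the fit, 1196 probes were called. The other 9 gave 0 calls by limma. The split that follows the scans had 4902 probes at an unadjusted p under 0.05, against 9023 for the real split. With 10 splits the exact test cannot go below 0.05, so the count of splits alone cannot exclude chance. The 17 endocrine genes were lower in organoids than in islets by a median of −6.03, with 15 called (camera 2.81e-19, fry 1.83e-07), and by −6.97 in the Feature Extraction ratios, which argues against chance for these genes.

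The margin of the clustering changed sign with the background correction. Dim probes were tested as the cause. Over the probes well above background on every array, the margin was −0.03 in the recomputed ratios, 0.01 in the Feature Extraction ratios and 0.16 with the background from the negative control spots. Their range was 0.19, against 0.15 over the probes kept and a largest SD of 0.04. Probes that the software marks as dim in the sample channel are thus excluded as the sole cause. Probes dim relative to the normexp fit were not removed. On the pancreas array that fit had an SD of 2320, while the upper quartile of the signal over background was 69.5. What else could move the margin was not tested.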

How the results depend on the processing

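The background from negative control spots, scan as a fixed block, each scan alone, the Feature Extraction ratios with scan as a fixed block, and the probes of the table of the paper were chosen only after the result was seen. All other alternatives were set beforehand. Where a result changed, the cause was not tested unless one is named. With scale normalization the log2 difference from the pancreas was 43.64 for *Spp1*, and −364.17 for *Cela1* in organoids 1 and 2. The largest Feature Extraction ratio was 13.29. Values, calls and counts against the pancreas under scale normalization therefore carry no weight.

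The margin of organoids towards duct cells (−0.05) changed in 11 of 32 alternatives. It changed sign without background subtraction (0.11), with the deposited table of values (0.05), with the background from negative control spots (0.10), without subtraction of the pancreas (0.03), in the sample channel alone (0.01) and with scale normalization between arrays (0.00). The organoids joined the duct arrays first under the first 3 of these. It stayed negative but moved with median centring in place of loess (−0.16), with probes well above background on all arrays (−0.03), with Euclidean distance (−0.46, in another unit), and, tried after seeing the data, over the probes of the table of the paper (−0.10 in the recomputed and −0.10 in the Feature Extraction ratios). Over the latter probes it was −0.05 with the background from negative control spots. With 1 library left out it ran from −0.06 to −0.04. Complete linkage (−0.05), Spearman's correlation (−0.07), all probes (−0.04) and the 2000 most variable probes (−0.03) left it negative, as did the Feature Extraction ratios (−0.03).

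The share of probes on the same side as in duct cells (73.3%) moved in 9 of 22 alternatives: 79.2% in the Feature Extraction ratios, 83.0% without background subtraction, 84.0% with the background from negative control spots, 87.5% in the sample channel alone, 89.7% with the deposited table of values, 96.0% with scale normalization and 30.8% with median centring. It was 66.9% for probes higher in duct cells and 86.2% for lower ones, and 71.0% to 74.2% with 1 library left out.

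The count of organoids against pancreas (537) moved by more than 1.5 times in 14 of 28 alternatives. It was 9013 in the Feature Extraction ratios, 9255 there with scan as a fixed block, 4296 with the background from negative control spots, 3971 in the sample channel alone, 3744 with scale normalization, 3485 without background subtraction, 3036 with the deposited table of values, 3128 for 2-fold alone, 1256 with slide as a fixed block, 43 with median centring and 35 within scan 1. With 1 library left out it ran from 234 (without duct 2) to 740 (without organoid 2), and organoid 1 (262), duct 1 (235) and duct 2 moved it by more than 1.5 times. With slide as a random block it was 486 and with scan as a fixed block 634.

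The count of organoids against duct cells (2318) moved in 14 of 28 alternatives. It was 8848 in the Feature Extraction ratios, 7448 there with scan as a fixed block, 5529 within scan 2, 4638 with the deposited table of values, 4140 with the background from negative control spots, 4094 with an offset of 0, 3608 without background subtraction, 4007 for 2-fold alone, 1038 with slide as a random block, 194 with scale normalization and 10491 with median centring. With 1 library left out it ran from 762 (without duct 1) to 2611 (without islet 3), and organoid 1 (1323) and duct 2 (1035) also moved it.

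The count of organoids against islets (2398) moved in 19 of 30 alternatives. It was 7423 in the Feature Extraction ratios, 7890 there with scan as a fixed block, 7566 within scan 2, 6125 with slide as a fixed block, 5352 with the background from negative control spots, 4607 without background subtraction, 4551 with the deposited table of values, 4835 for 2-fold alone, 4227 with slide as a random block, 4090 with islets 1 and 2 as 2 replicates, 1196 with only these groups in the fit, 632 with median centring and 165 with scale normalization. With a replicate block it was 4064, and that of organoids against duct cells 2129. Within scan 1 limma called 0, with 4492 probes at an unadjusted p under 0.05. With 1 library left out it ran from 1023 (without organoid 1) to 4905 (without islet 3), and duct 1 (1198) and duct 2 (1191) also moved it. The slide that holds both organoid and islet arrays has 1 replicate of each, so a fit within it gave no value.

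The median of the duct set (0.06, camera 0.00625) kept its sign in 27 of 27 alternatives and lost the threshold of camera in 6: the Feature Extraction ratios (0.33, camera 0.567), these with scan as a fixed block (0.36, camera 0.579), no background subtraction (0.10, camera 0.826 with the direction down, fry 0.00186), the sample channel alone (0.54, camera 0.0617), a 4-fold set (0.03, camera 0.265) and the background from negative control spots (0.09, camera 0.626). For the same 639 genes with the background from negative control spots the median was −1.37. With median centring it was 0.02 and the camera direction down (0.0358). With 1 library left out the median ran from 0.03 to 0.11.

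The fall of the early response genes from duct cells to organoids (−3.16) moved to −1.45 with scale normalization and changed sign, to 0.11, with median centring. The median difference of all probes against pancreas, duct cells and islets was 0.03, −0.01 and 0.00 in the recomputed ratios. It was 0.25, 1.12 and 0.41 with median centring, which accounts for part of the changes under it, and 0.16, 0.29 and 0.02 in the Feature Extraction ratios.

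Of 1259 values of single genes and of the early response list under alternatives, 69 lost a call, 79 gained one and 4 changed sign. These were *Ccnd1* (2.83) against duct cells with median centring, *Prxl2a* against pancreas with scale normalization (−0.03), *Muc1* against pancreas in the Feature Extraction ratios with scan as a fixed block (−1.12), and the early response list under median centring. A further 45 values over 12 genes changed sign without a call in either setting.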

Differences from the paper's values

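The comparison of each difference with the alternatives was made only after the result was seen. The alternatives are those fixed before the data were examined, except where said.

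A log2 value of the paper is taken as met where it lies within the SD of the organoid arrays here, a bound where it is at most 1.5 times the fold of the paper, and a count where it is within 1.5 times. For the 3 organoids against the pancreas, the table of the paper gives *Krt7* as 3.66 on the log2 scale, against 3.17 here. The value of the paper is met in the Feature Extraction ratios (3.66), the deposited table of values and the mean of all probes, 3 of 20 alternatives. Wherever 20 are counted, some cannot move an organoid minus pancreas difference. These leave out a duct or islet array, split islets 1 and 2 or change the probe filter. The counts therefore make agreement look rarer than it is. *Spp1* is 4.84 in the paper and 1.81 here, *Lrig1* 1.56 and 0.60, and *Prxl2a* 3.62 and 4.93. For each of these the value of the paper is met in the Feature Extraction ratios, the deposited table of values and without background subtraction, 3 of 20. *Ccnd1* is 3.18 in the paper and 1.36 here, and is met in 4 of 20: these same settings (3.13 in the Feature Extraction ratios) and median centring. *Ccn2* is 6.92 in the paper and 3.43 here, met in the Feature Extraction ratios and the deposited table of values, 2 of 7.

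For organoids 1 and 2, *Amy2a5* lies at −10.63 in the paper and at −13.73 as a bound here, met in the Feature Extraction ratios (−9.30) and with median centring (−7.97), 2 of 5. The bound here rests on the raised recomputed value of the pancreas array (13.70, against 10.54 in the Feature Extraction ratios) and is not firm. *Cela1* is −11.05 and −13.37, met in the Feature Extraction ratios and without background subtraction, 2 of 8. *Sycn* is −8.62 and −13.23, *Try5* −8.58 and −12.68, and *Gprc5d* −10.15 and −4.41, each met in the Feature Extraction ratios, 1 of 8. *Try5* without background subtraction (−8.46) lies close to the paper but outside the small SD of its 2 organoid arrays. *Reg1* is −6.59 and −11.74, met in these and the deposited table of values, 2 of 9. In the Feature Extraction ratios *Reg1* is at the largest value of the software on the pancreas array (13.29), so the value of the paper is a limit and not a measured difference. The first table of the paper holds, for all 9 arrays, the Feature Extraction log2 ratio of the array minus that of the pancreas (100% of values within 0.01). The values above that differ are those of the recomputed ratios, and with the ratios that the paper used its values are met.

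The paper gives 2455 features at least 2-fold different in duct cells, and 4030 probes were found here. The count is met in 4 of 26 alternatives: no background subtraction (2534), probes well above background on all arrays (2919), the mean of all probes (3063), and a 2-fold difference on both duct arrays (3406). It is not met in the Feature Extraction ratios (8483). Alternatives that change only the distance, the linkage or the subtraction of the pancreas cannot move this count. The filter the paper used for dim probes is not given in the sources used here.

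The paper reports that the organoids clustered with the duct arrays. Here they joined last, and in the Feature Extraction ratios they joined the islets. They joined the duct arrays without background subtraction (margin 0.11), with the deposited table of values (0.05), and, chosen after seeing the data, with the background from negative control spots (0.10) and in the Feature Extraction ratios over probes well above background on every array (0.01). Over 1814 probes of the table of the paper, also chosen after seeing the data, they did not join the duct arrays first in any of the 3 background corrections, with margins of −0.10, −0.10 and −0.05. That table gives the probes at least 2-fold different in duct cells, and the copy used here lacks its last 460 entries, in an order from high to low in duct cells. The distance and linkage the paper used are not given in the sources used here.

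The paper names *Sox9*, *Krt19* and *Spp1* among the genes shared by organoids and duct cells, *Sst* and *Gcg* among the markers that set the pancreas apart from organoids, and *Lgr5*, *Ccnd1* and *Axin2* as high in organoids. *Krt7*, *Ins2* and *Amy1*, named with them, were called here. None of these 8 was called here against the pancreas in the recomputed ratios. Of them *Spp1*, *Lgr5*, *Ccnd1*, *Axin2*, *Sst* and *Gcg* were called in the Feature Extraction ratios, and *Krt19* in the sample channel alone. *Spp1*, *Sst* and *Ccnd1* were also called without background subtraction, in the sample channel alone and with the deposited table of values, *Gcg* under the first 2 of these and with scale normalization, *Spp1* with scale normalization too, and *Lgr5* in the sample channel alone. The calls with scale normalization carry no weight, since its log2 difference for *Spp1* was 43.64. Of the settings chosen after seeing the data, the background from negative control spots called *Spp1*, *Sst*, *Gcg*, *Lgr5* and *Ccnd1*, and the Feature Extraction ratios with scan as a fixed block called these and *Axin2*. *Sox9* was called in none of the settings run through its brightest probe (0.97 in the Feature Extraction ratios). The table of the paper lists spots of another *Sox9* probe, at 2.49, and these gave 2.41 here and 2.45 in the Feature Extraction ratios, within the SD. The paper describes *Lgr5*, *Ccnd1* and *Axin2* as specifically high in organoids, from organoids set against pancreas tissue. A comparison with sorted duct cells is another one, so what follows does not contradict it. The mean of *Ccnd1* in the 3 organoids did not exceed the duct cells in either kind of ratio (−0.28 and −0.48). It did with median centring (2.83), with scale normalization (1.16, not called) and, for organoid 3 within scan 2, chosen after seeing the data (0.26, not called, and 0.17 in the Feature Extraction ratios).

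In the table of the paper for organoids 1 and 2, *Gcg* and *Ptf1a* have the same value in both organoids (−10.46 and −8.45). *Ptf1a* is, in the Feature Extraction ratios, at 8.45 on the pancreas array and at 0.00 on both organoid arrays, where it is not well above background. *Gcg* is there at 9.16 on the pancreas array and at 0.00 and −0.03 on these organoid arrays, so its value in the paper is not the mean over the spots of its probe here.

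The paper finds genes specific to duct cells enriched in organoids by GSEA of its own gene sets. A duct set derived from the arrays gave a camera p of 0.00625 with a fry p of 0.166, no rise past the threshold in the Feature Extraction ratios (camera 0.567), and a fall with the background from negative control spots for the same 639 genes (camera 7e-14). The 15-gene duct list was higher in both kinds of ratio. The tests and gene sets differ from those of the paper, so this is not the same measurement.

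The Methods give a version of Feature Extraction that differs from the one in the array files. Both cannot describe the same run, and the files were taken as they are.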

Other observations

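The lists here were written down before the data were seen, and the choice of which to describe was made only after the result was seen. All medians are organoid minus pancreas on the log2 scale, in the recomputed and then the Feature Extraction ratios, and genes below background in organoids make them no bounds.

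Organoids had fewer transcripts of other cell types than whole pancreas. The medians were −12.37 and −7.71 for 14 acinar genes (camera 2.87e-34 and 1.85e-11, fry 2.75e-05 and 0.000212), and −0.11 and −5.52 for 17 endocrine genes (camera 0.0203 and 1.44e-09, fry 0.00913 and 9.74e-05). For 10 mesenchyme genes they were −3.27 and −3.59 (camera 1.88e-09 and 4.71e-05, fry 0.0226 and 0.0092), and for 10 immune genes −2.01 and −3.37 (camera 2.09e-07 and 2.99e-06, fry 0.0368 and 8.83e-05). For 10 endothelial genes they were −0.09 and −3.85 (camera 0.368 and 4.83e-06, fry 0.777 and 4.98e-05). Of the acinar genes 5 of 14 and of the endocrine genes 1 of 17 were well above background on every organoid array. The skeletal muscle list had −1.68 and −7.87 (camera 3.29e-07 and 8.05e-10, fry 0.00048 and 3.92e-07), and the adipose list −0.09 and −5.33 (camera 0.0951 and 0.000268, fry 0.221 and 1.27e-05).

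Proliferation genes (11) had medians of −1.32 and 0.57, of opposite sign (camera 0.00156 and 0.731, fry 0.271 and 0.78), so the arrays do not decide whether the cultures express them more than whole pancreas. *Mki67* was −2.27 (adjusted p = 0.71) and 0.70 (adjusted p = 0.794). The early response list had −0.47 and 0.24 against the pancreas (camera 0.0794 and 0.228, fry 0.0324 and 9.15e-06), also of opposite sign.

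Of genes of neighbouring organs, 6 intestine genes had medians of 1.08 and 1.73 (camera 0.106 and 0.117, fry 0.428 and 0.101), with 5 of 6 higher. The 4 stomach genes had 0.03 and −0.36, with a mean of −1.50 and a camera direction down in the former (camera 0.113 and 0.47, fry 0.00919 and 0.253). The 6 liver genes had 0.09 and −1.50, with a mean of −0.24 and the direction down in the former (camera 0.733 and 0.0533, fry 0.938 and 0.019). The 2 Y-linked genes had −0.58 and −4.40 (camera 0.615 and 0.454, fry 0.766 and 0.392), which rests on the sex of the mice. *Xist* is a single gene and was not tested as a list. The lists of duct, Wnt target, intestinal stem and progenitor genes had medians of 2.58 and 2.83, 0.69 and 1.74, 0.59 and 1.01, and 0.65 and 0.09.

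Other genes that the paper names for the cultures were *Pdx1* (0.86, adjusted p = 0.839, and 1.24, adjusted p = 0.4), *Muc1* (1.06, adjusted p = 0.671, and −1.34, adjusted p = 0.058) and *Neurog3* (0.05, adjusted p = 1, and −0.77, adjusted p = 0.348). *Ins1* was called lower in both kinds of ratio (−3.42, adjusted p = 0.0223, and −8.64, adjusted p = 0.000892). *Chga* was called in the Feature Extraction ratios only (−0.10, adjusted p = 1, and −7.61, adjusted p = 0.00717). *Ptf1a*, on no organoid array well above background, was at least 1.05-fold and 146-fold lower (adjusted p = 1 and 0.00225). *Syp* was well above background neither in organoids nor in the pancreas. *Pdx1* was higher than in duct cells in the Feature Extraction ratios (2.70, adjusted p = 0.0455) and not in the recomputed ones (0.16, adjusted p = 0.89).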
